# Genome-wide analysis of H4K5 acetylation associated with fear memory in mice

**DOI:** 10.1186/1471-2164-14-539

**Published:** 2013-08-08

**Authors:** C Sehwan Park, Hubert Rehrauer, Isabelle M Mansuy

**Keywords:** ChIP-Seq, Contextual fear conditioning, Gene bookmarking, Gene priming, H4K5 acetylation, Learning and memory

## Abstract

**Background:**

Histone acetylation has been implicated in learning and memory in the brain, however, its function at the level of the genome and at individual genetic loci remains poorly investigated. This study examines a key acetylation mark, histone H4 lysine 5 acetylation (H4K5ac), genome-wide and its role in activity-dependent gene transcription in the adult mouse hippocampus following contextual fear conditioning.

**Results:**

Using ChIP-Seq, we identified 23,235 genes in which H4K5ac correlates with absolute gene expression in the hippocampus. However, in the absence of transcription factor binding sites 150 bp upstream of the transcription start site, genes were associated with higher H4K5ac and expression levels. We further establish H4K5ac as a ubiquitous modification across the genome. Approximately one-third of all genes have above average H4K5ac, of which ~15% are specific to memory formation and ~65% are co-acetylated for H4K12. Although H4K5ac is prevalent across the genome, enrichment of H4K5ac at specific regions in the promoter and coding region are associated with different levels of gene expression. Additionally, unbiased peak calling for genes differentially acetylated for H4K5ac identified 114 unique genes specific to fear memory, over half of which have not previously been associated with memory processes.

**Conclusions:**

Our data provide novel insights into potential mechanisms of gene priming and bookmarking by histone acetylation following hippocampal memory activation. Specifically, we propose that hyperacetylation of H4K5 may prime genes for rapid expression following activity. More broadly, this study strengthens the importance of histone posttranslational modifications for the differential regulation of transcriptional programs in cognitive processes.

## Background

The formation of memory requires highly orchestrated gene expression programs for the establishment and the stabilization of memory traces over time. These programs are initiated during learning and can persist for several hours [1,2]. Whole genome expression studies have shown that some of these programs are needed for basal homeostatic cellular functions, while others are specific for cognitive functions [3-5]. The composition and regulation of transcriptional programs however may depend on the strength and duration of training. Its well known, for example, that practice or repeated training of a skill or concept can improve memory for the subject. Multiple training sessions required to form strong memory traces may, therefore, be associated with increased gene expression or the reinforcement of existing transcriptional programs, such as those necessary for structural changes to strengthen synaptic circuits [6-10]. How this is induced at the level of chromatin and which genes are targeted by epigenetic processes remains poorly understood.

With the emergence of the post-genomic era, recent studies in the field of learning and memory have investigated the implication of chromatin remodeling in cognitive processes. Several studies have revealed that chromatin remodeling plays a critical role in memory formation [9,11-14]. Chromatin remodeling is a complex molecular and structural process that involves the dynamic regulation of nucleosomes through different epigenetic mechanisms including histone posttranslational modifications (PTMs), DNA methylation and RNA interference [15-17]. In the rodent brain, several histone PTMs are rapidly induced and are associated with altered gene transcription following training. Acetylation of lysine 9 and 14 on H3 (H3K9ac, H3K14ac), of lysine 5, 8 and 12 on H4 (H4K5ac, H4K8ac, and H4K12ac), and of lysine 5, 12, 15, and 20 on H2B (H2BK5ac, H2BK12ac, H2BK15ac, and H2BK20ac), increases in the hippocampus following contextual fear conditioning (CFC) [4,11,18,19], a well-established behavioral paradigm for the establishment of contextual fear memory. Moreover, inhibition of histone deacetylases (HDACs) by HDAC inhibitors such as suberoylanilide hydroxamic acid (SAHA), sodium butyrate, valproic acid or trichostatin A can enhance memory and rescue deficits in contextual memory in rodents [4,12,20-25].

Although these studies provide strong evidence that histone acetylation is modulated by memory formation, a global assessment of histone acetylation at the level of the genome and the mechanism with which it regulates gene expression in memory processes is lacking. Using a genome-wide approach, we examined the distribution of H4K5ac, a mark of active chromatin implicated in transcriptional re-activation of post-mitotic cells through gene bookmarking [26], and its role in regulating transcriptional activity following the establishment of contextual fear memory in the adult mouse [4,13]. We propose that gene bookmarking may also be relevant in the hippocampus following learning, whereby genes may be primed for rapid induction through activity-induced histone acetylation. Using chromatin immunoprecipitation followed by deep sequencing (ChIP-Seq) and bioinformatics analysis, we show that H4K5ac in the hippocampus is prevalent throughout the genome and is a mark characteristic of actively transcribed genes. Motif analysis for conserved transcription factor (TF) binding sites (TFBS), however, reveal that gene expression depends on the enrichment of H4K5ac at consensus TFBS in the promoter and proximal to the TSS. We also identify a unique set of genes differentially acetylated for H4K5 and functionally associated with memory processes. Based on our findings, we propose a potential mechanism for priming genes through activity-dependent hyperacetylation of H4K5 in the promoter upon learning.

## Results

### Fear memory induces H4K5ac in the hippocampus in a training-dependent manner

To examine the epigenetic and transcriptional profile of genes associated with memory formation in the hippocampus, we trained adult mice on a CFC paradigm (Figure 1A). We chose CFC because it is a robust, long-lasting learning paradigm in which memory for a context can persist for more than one year after a single training session [27,28]. Mice were exposed to a novel context in which they received a foot-shock, either once (Day 1) or twice on two consecutive days (Day 1 and Day 2), then tested for fear memory 24 hours later (Day 3). After a single foot-shock, the animals expressed a significant freezing response (47.2 ± 16.5%; p < 0.001) compared to control mice (After Shock, FC Day 1; Figure 1B) that was maintained when tested 24 hours later (47.3 ± 10.0%; p < 0.01) (Test Day 2; Figure 1B). However, with a second training session on day 2, the freezing response was increased further by 20% (67.4 ± 14.2%; p <0.001) when tested 24 hours later (Test Day 3; Figure 1B). In control mice, freezing on days 2 and 3 compared to day 1 (Before Shock) was significant (p < 0.01 and p < 0.05, respectively), but was not significant compared to day 1 (After Shock), which is the measure by which we make all comparisons. It is also worth noting that control mice plateau on day 2 while FC mice continue to have higher freezing.

**Figure 1:**
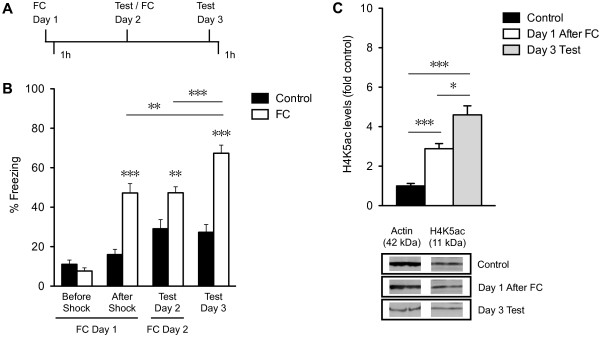
**Contextual fear memory and its association with H4K5ac in the hippocampus. (A)** Scheme of the behavioral experiment. Mice were trained on contextual fear conditioning (CFC) on day 1 (FC Day 1), tested 24 hours later on day 2 (Test Day 2), or conditioned again immediately following the test (FC Day 2), and tested again 24 hours later on day 3 (Test Day 3). Hippocampi were collected either one hour following FC Day 1 or one hour following Test Day 3. **(B)** Fear memory was measured as the freezing response before and after the foot-shock (shock) on FC Day 1, after re-exposure to the context on day 2 (Test Day 2), and after re-exposure to the context on day 3 in fear-conditioned (FC; n = 12) and in non-fear-conditioned controls (Control; n = 11). **(C)** Quantitative analysis and representative immunoblots of H4K5ac levels in nuclear fractions from whole hippocampus in controls one hour after context on day 1 (Control, n = 4), one hour after CFC on day 1 (Day 1 After FC; n = 4), or one hour after the memory test on day 3 (Day 3 Test; n = 3). Samples derived for immunoblots were processed in parallel using actin for normalization and run on two different gels. Error bars indicate SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

FC has been associated with transcriptional programs that are activated within 1 hour after conditioning, and that persist for up to 6 hours [3,29]. Subsequent training, however, may increase gene expression, recruit additional genes to reinforce the memory, or prime existing transcriptional programs for rapid induction of genes for synaptic strengthening. Since memory formation has been associated with histone acetylation in the brain, we examined whether memory performance correlates with higher acetylation levels following additional training sessions. We determined the level of H4K5ac, a PTM recently implicated in gene bookmarking, and increased with FC and object recognition memory tasks [4,13], following one or two days of CFC. Western blots show that H4K5ac was increased approximately 3-fold in the hippocampus 1 hour after one CFC session. With two conditioning sessions, H4K5ac level was increased 4.6-fold over controls following a memory test on day 3 (Figure 1C), suggesting that H4K5ac induction is proportionate to the amount of training. H4K5ac was examined 1 hour after memory test on day 3 because 1) gene expression is activated within 1 hour following fear conditioning and memory retrieval [30-32], 2) memory is consolidated or reconsolidated within 6 hours [3,29,32], 3) histone acetylation decreases to baseline levels within 2–4 hours [4,33], 4) memory for the context is enhanced by an additional training session, and 5) H4K5ac levels are higher at this time point.

### Distribution of H4K5ac across the genome and within genes

Previous studies have shown the association of histone acetylation at promoters of a restricted set of canonical genes involved in memory [4,9,13], but to date, genome-wide data are limited. 

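Hippocampal chromatin was sequenced in 6 libraries. For each of the 2 groups there was a library immunoprecipitated with an antibody to H4K5ac (H4K5ac-ChIP), a mock library immunoprecipitated with IgG (IgG-IP) and a library of genomic DNA without immunoprecipitation (input). The FC mice received foot shocks in a context in 2 sessions, and control mice (CON) were exposed to the context without a foot shock. Tissue was collected 1 h after the memory test on day 3. With 1 library per group and antibody there are no replicates, so no spread between animals is known and no test across samples was made. The authors aligned SOLiD reads to the mouse genome mm9 with Bioscope, and each deposited record is an aligned read with its position, strand and mapping quality, a score between 4 and 100. The aligned part of a read spanned 25 to 50 bp. The FC libraries held 31605738 reads for H4K5ac-ChIP, 14549689 for IgG-IP and 45673239 for input, and the CON libraries 35962226, 16491741 and 35493806. Reads that repeated the position and strand of another read made up 14.4%, 17.8% and 13.9% of the FC libraries and 11.5%, 14.1% and 14.2% of the CON libraries, in the same order. They were kept, except in the scan for peaks, which used 1 read per position and strand. Positions were compared with 37273 genes of the GENCODE annotation of the same build. The promoter was the 5 kb upstream of the transcription start site (TSS), and the coding sequence (CDS), as the paper uses the term, ran from the TSS to the transcription termination site (TTS). Shares of reads are given with exact (Clopper-Pearson) 95% binomial intervals and read densities with exact Poisson intervals. Both cover counting error only.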

Here, we used ChIP-Seq to determine the distribution of H4K5ac across the genome, followed by *de novo* identification of genes associated with H4K5ac after CFC (after 2 training sessions) in the mouse hippocampus.

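In FC, 8.63% of H4K5ac-ChIP reads overlapped a promoter and 57.3% a CDS, compared with 6.68% and 43.9% of IgG-IP reads. In CON, the shares were 8.36% and 57.4% for H4K5ac-ChIP and 6.73% and 44.3% for IgG-IP. With a read that overlapped both classes counted in each, promoter and CDS together took 65.9% of H4K5ac-ChIP and 50.6% of IgG-IP reads in FC, a difference of 15.3 percentage points. The corresponding shares in CON were 65.8% and 51.0%, a difference of 14.7 percentage points. Counted once per read, the share in FC was 62.3% (95% interval 62.2 to 62.3) for H4K5ac-ChIP and 47.9% (47.9 to 48.0) for IgG-IP. Intergenic reads made up 37.7% of H4K5ac-ChIP in both groups and 52.1% and 51.6% of IgG-IP in FC and CON. The promoters of all annotated genes cover 6.51% of the genome and the gene bodies 39.8%. The alternative that moved the difference most was input in place of IgG-IP in FC, with 10.6 percentage points, and 1 read per position and strand in CON, with 16.3 percentage points.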

Analysis of H4K5ac distribution showed enrichment of reads in the promoter and coding sequence (CDS) of H4K5ac-ChIP samples compared to IgG-IP samples in both FC (Figure 2A and 2B) and controls (Figure 2D and 2E), an increase of 19% (59 million read) and 17.7% (55 million reads), respectively. The targeted enrichment of H4K5ac to gene bodies is consistent with the proposed role of this PTM in transcriptional regulation. 

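Mean coverage along the CDS, scaled to 100 bins per gene and not corrected for depth, was 0.867 reads per base in the first 10 bins, 0.692 in the 10 bins around the middle and 0.717 in the last 10 bins of the FC H4K5ac-ChIP library. The FC IgG-IP library gave 1.25, 0.366 and 0.518 reads per base. In CON, the values were 0.9499, 0.755 and 0.792 for H4K5ac-ChIP and 1.15, 0.382 and 0.491 for IgG-IP. The high IgG-IP coverage in the first bins came from few genes. Without the 1% of genes with the most input reads near the TSS, an alternative chosen after seeing the data, FC coverage was 0.719, 0.666 and 0.676 for H4K5ac-ChIP and 0.204, 0.220 and 0.224 for IgG-IP. On this set of 36900 genes, CON coverage was 0.744, 0.724 and 0.742 for H4K5ac-ChIP and 0.236, 0.259 and 0.263 for IgG-IP.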

Analysis of H4K5ac in genic regions revealed higher acetylation upstream of the transcription start site (TSS), spanning the CDS and extending down to the transcription termination site (TTS) compared to IgG-IP samples (Figure 2C and 2F). Specifically, there was a prominent peak of H4K5ac in the promoter region approximately 800 bp upstream of the TSS, as well as in the CDS 1 kb downstream of the TSS. 

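Coverage around the TSS was averaged over all annotated genes in bins of 20 bp and smoothed over 5 bins. The highest coverage upstream of the TSS lay at -470 bp in FC (95% bootstrap interval over genes -530 to -370) and at -510 bp in CON (-570 to -490). It was 0.929 reads per base in FC and 0.986 in CON, compared with 0.648 and 0.723 between 3 and 5 kb upstream. The ratio of the summit to that level was 1.43 (1.42 to 1.46) in FC and 1.36 (1.34 to 1.39) in CON. Coverage dropped to 0.659 and 0.654 reads per base at -50 bp. Downstream, the summit lay at 650 bp in both groups, with 0.916 reads per base in FC and 0.959 in CON. The bootstrap interval of its position ran from 610 to 710.5 bp in FC and from 610 to 1730 bp in CON. As a ratio to input, the alternative that moved this position most, the downstream summit lay at 910 bp in FC and 1370 bp in CON. With all deposited reads, IgG-IP and input also had their downstream summit at 650 bp in both groups. With 1 read per position and strand, H4K5ac-ChIP had it at 690 bp in FC and 970 bp in CON, IgG-IP at 1930 and 1950 bp, and input at 730 and 1990 bp.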

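Spearman's rho between the FC and CON H4K5ac-ChIP libraries was 0.847 across 2486817 windows of 1 kb, which are not independent replicates. A single library split at random into equal parts gave rho of 0.790 in FC and 0.809 in CON, and the pooled reads of both libraries split at random into libraries of the original sizes gave 0.887. H4K5ac-ChIP and IgG-IP of the same group had rho of 0.208 in FC and 0.279 in CON. H4K5ac-ChIP and input had 0.634 in FC and 0.420 in CON. The IgG-IP libraries of both groups had rho of 0.328 (0.425 for the random split of their pooled reads) and the input libraries 0.451 (0.734). The alternative that moved the rho of the H4K5ac-ChIP libraries most was the log2 ratio to input, with 0.450.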

H4K5ac distribution was similarly enriched in the control group (Figure 2D), suggesting that learning does not change the overall profile of this PTM in the hippocampus. IgG-IP samples showed low coverage in both groups (Figure 2C and 2F) and, thus, are appropriate input controls for H4K5ac-ChIP sequence reads.

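With 1 read per position and strand, IgG-IP coverage between 3 and 5 kb upstream of the TSS was 0.201 reads per base in FC and 0.243 in CON. Its summit upstream of the TSS was 1.02 and 1.04 times that level. With all deposited reads, IgG-IP coverage rose in narrow spikes near the TSS that are carried by few genes with repeated reads. The paper relates the enrichment of H4K5ac in gene bodies to the role in transcriptional regulation already proposed for this mark. From the similar distribution in FC and CON it proposes that learning leaves the overall profile unchanged, and from the low coverage of IgG-IP in both groups it concludes that these libraries are appropriate controls.

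**Figure D1:**
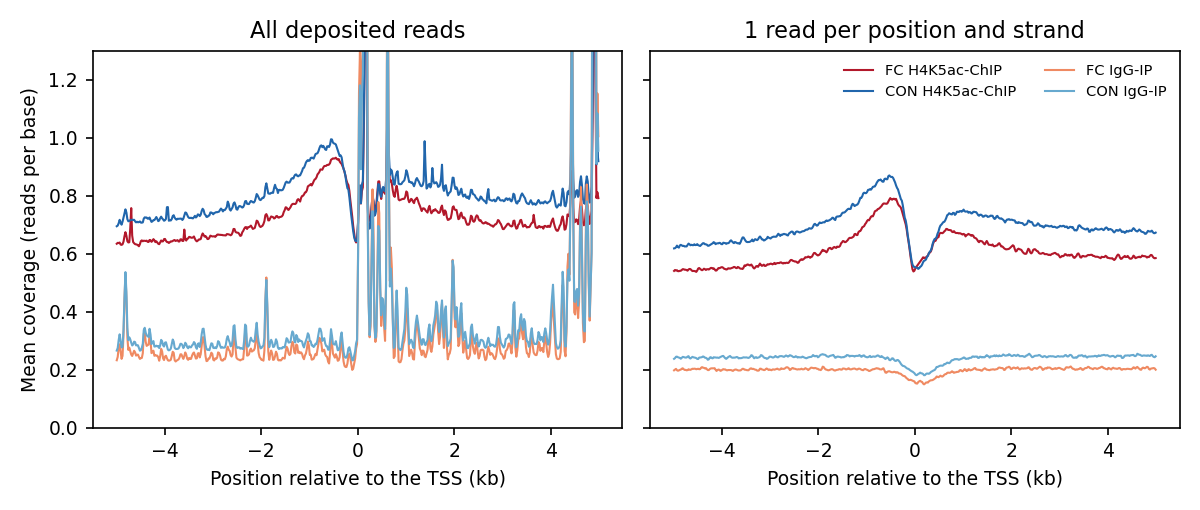
Mean coverage (reads per base, y axis) against position relative to the TSS (x axis, 5 kb either side) for H4K5ac-ChIP and IgG-IP in FC and CON, with all deposited reads (left) and with 1 read per position and strand (right), where each line is 1 library. The spikes of the IgG-IP lines on the left leave the axis and are absent on the right, where the IgG-IP lines stay near 0.201 and 0.243 reads per base upstream.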

**Figure 2:**
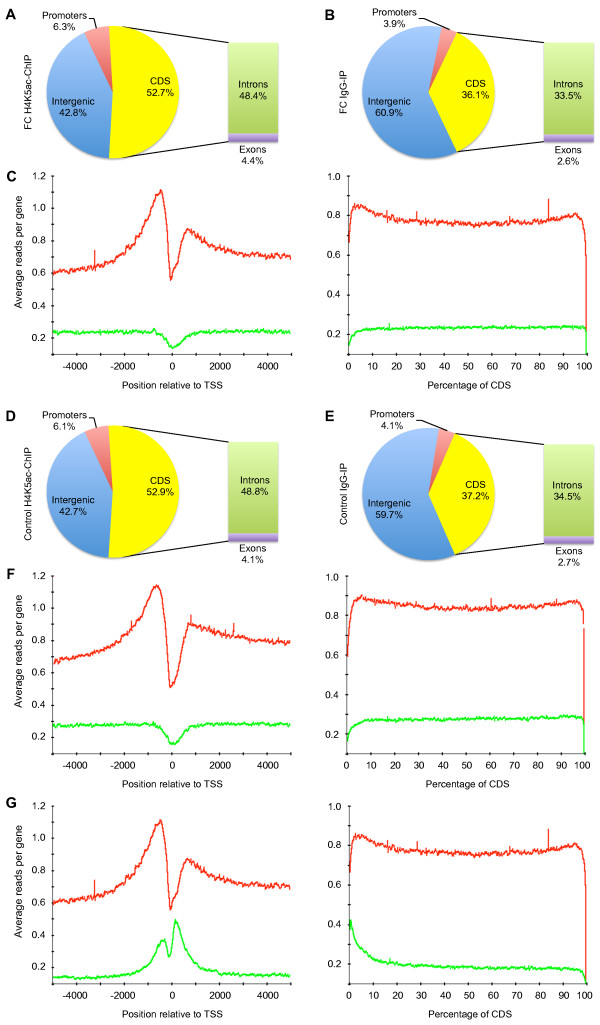
**Distribution of H4K5ac in the genome and its profile relative to the TSS. (A)** Distribution of reads from H4K5ac with respect to intragenic regions including promoter, CDS (introns and exons) and intergenic regions in the hippocampus after CFC compared to **(B)** mock IgG-IP. Promoters were defined as 5 kb upstream of the TSS, the CDS as regions between the TSS and TTS, and intergenic as regions excluding gene bodies. Reads spanning the transcription start site that match both a promoter and transcript are counted twice, thus, leading to total reads greater than 100%. **(C)** Profile of reads for H4K5ac (red) and IgG-IP controls (green) across ± 5 kb relative to the TSS (left) and spanning the CDS as a percentage of reads averaged over all genes (right). **(D)** Distribution of reads for H4K5ac and **(E)** IgG-IP by genomic regions in the absence of CFC (Control). **(F)** Profile of reads for H4K5ac (red) or IgG-IP (green) in Control. Distribution profiles for H4K5ac after 2 days CFC (red) compared to **(G)** H4K12ac immediately after 1 CFC session (green) [4]. Window analyses were obtained using EpiChIP [48].

To determine whether the observed profile was specific for H4K5ac, we compared it with H4K12ac, another histone PTM associated with fear memory, from a publicly available dataset [4]. Although H4K5ac and H4K12ac datasets could not be directly compared due to the different CFC training protocols used, the increase of both H4K5ac and H4K12ac immediately following CFC and the higher levels of H4K5ac after two training sessions, suggest that histone acetylation is a consistent marker of memory formation. As with H4K5ac, our analysis of H4K12ac revealed a similar bimodal peak centered at the TSS which was restricted to approximately ± 1 kb relative to the TSS but did not extend into the CDS and TTS as with H4K5ac (Figure 2G). Moreover, H4K12ac had lower enrichment in the promoter than in the CDS, in contrast to H4K5ac, which was largely enriched in the promoter. We were unable to compare H4K12ac controls, as ChIP-Seq controls for sample and experimental conditions for H4K12ac were not available in the public release of this dataset. Together, these data suggest different occupancy and potentially different modes of transcriptional regulation by H4K5ac and H4K12ac following learning [34].

### H4K5ac as a marker of actively transcribed genes in the adult hippocampus

We then examined the relationship between H4K5ac and gene transcription using a publicly available whole mouse genome microarray dataset (Agilent) for gene expression immediately after CFC in the mouse hippocampus [4]. We reasoned that because gene expression occurs within 1 hour of both memory consolidation and reconsolidation [3,29-32,35], this dataset was appropriate to determine the association between H4K5ac and global gene expression. The 18,023 genes form the expression dataset were ranked by level of expression (from lowest to highest) in FC compared to naïve controls (Figure 3A) and plotted against the average coverage of H4K5ac ± 5 kb relative to the TSS. The level of gene expression was found to correlate to H4K5ac enrichment such that the highest expressed genes had the highest coverage for H4K5ac, while the least expressed genes had the lowest coverage (Figure 3B and 3C; Additional file 1: Figure S3A and 3D). This applied to both groups regardless of training, suggesting that H4K5ac is a general feature of expressed genes. We also confirmed that H4K12ac correlated with the level of gene expression (Figure 3D; Additional file 1: Figure S3B). There was no correlation between gene expression and IgG-IP coverage (Additional file 1: Figure S1A and 1B). These results indicate a clear association between both H4K5ac and H4K12ac and gene expression.

**Figure 3:**
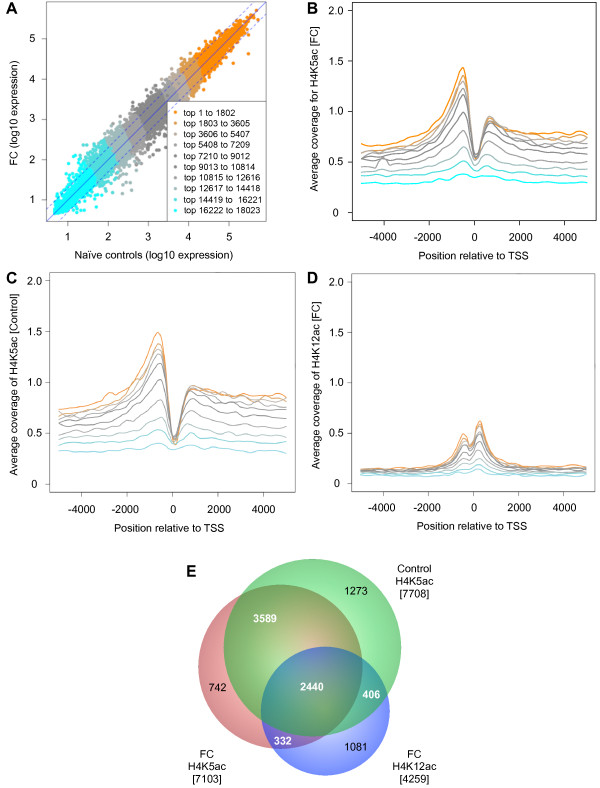
**Qualitative assessment of H4K5ac and gene expression. (A)** Expressed genes in the adult mouse hippocampus 1 hour after CFC compared to naïve controls are ranked from the lowest (cyan) to the highest expressed (orange) into 10 equal bins (1801 genes). Genes ranked by expression are correlated to average coverage for H4K5ac in **(B)** FC and **(C)** control mice re-exposed to the context on day 3, or to **(D)** H4K12ac immediately after CFC on day 1; average read coverage ± 5 kb relative to the TSS. **(E)** Venn diagram of unique and overlapping genes identified by acetylation above the average across all genes: with an H4K5ac threshold of greater than 50 reads in promoter, and a threshold of greater than 10 reads in promoter for H4K12ac.

We then identified genes acetylated above average and performed a cross-wise comparison between experimental groups. 

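The number of H4K5ac-ChIP reads that overlapped the promoter of a gene had a mean of 79.5 and a median of 76 in FC, and a mean of 87.6 and a median of 85 in CON. The alternative that moved these means most was a promoter of 2 kb, with means of 36.1 and 39.0.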

Based on the average promoter read count of 45 in our dataset, we considered genes with more than 50 reads in the promoter as above average. From a total of 23,235 genes in the dataset, 7,103 genes were identified in the FC group, and 7,708 genes in the control (Figure 3E). 

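With promoters of 5 kb, 24226 of the 37273 annotated genes had more than 50 H4K5ac-ChIP reads in FC and 25388 in CON. Subtraction of the input reads scaled to the depth of the H4K5ac-ChIP library left 5951 genes in FC, the largest move there, and 9804 in CON. In CON, promoters of 2 kb with protein-coding genes only, chosen after seeing the data, moved the count most, to 9106. A promoter of 2 kb gave 10373 and 12064 genes. The IgG-IP libraries reached more than 50 promoter reads in 265 genes in FC and 687 in CON at their own depth. Scaled to the depth of the FC H4K5ac-ChIP library, they did so in 22237 and 24655 genes with promoters of 5 kb, and in 337 and 256 with promoters of 2 kb.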

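In both groups, 23690 genes had more than 50 promoter reads. A further 536 genes did so in FC only, which is 2.21% (95% interval 2.03 to 2.41) of the FC genes, and 1698 in CON only, which is 6.69% (6.38 to 7.00) of the CON genes. The genes common to both groups made up 97.8% of the FC genes and 93.3% of the CON genes. To see what sampling alone gives, the pooled reads of both libraries were split at random 100 times into libraries of the original sizes. The splits gave 308 genes on average in FC only, with a range from 273 to 338, and 1613 in CON only, with a range from 1520 to 1676.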

Using this criteria, 742 genes (15.1%) were specific for FC, 1,273 genes (21.8%) were specific for control, and 6,029 genes (85% of FC and 78% of control) were common to both groups. We then looked at whether genes with above average H4K5ac after 2 days of CFC were also associated with H4K12ac after one session of CFC. Using an adjusted threshold of 10 reads in promoter due to the lower average coverage, approximately 9 reads in promoter, in the H4K12ac dataset, we identified 4,259 unique genes with above average H4K12ac, of which 2,772 genes (65%) overlapped with genes with above average H4K5ac in FC, and 2,846 genes (67%) with above average H4K5ac in controls (Figure 3E; Additional file 1: Table S1). 2,440 genes overlapped all three groups using this criteria.

The results of these analyses extend our findings that in control conditions most nucleosomes are not only acetylated for H4K5 above the average of all genes, but are also acetylated for H4K12. Interestingly, nearly two-thirds of genes with above average H4K12ac after one session of CFC was found to overlap with above average H4K5ac after 2 days of CFC or context. This suggests that the same set of genes, associated with H4K12ac and induced immediately after CFC, may be upregulated following reinforced training, regardless of the associated histone acetylation used to identify the genes. It also suggests that the same set of genes may be activated after initial learning, during the formation of contextual fear memory, and after memory retrieval, independently of the CFC paradigm.

### H4K5ac is associated with both promoter and coding regions

Nucleosome occupancy studies have shown that acetylated and methylated histones are enriched in the promoter of highly expressed genes, but subsequently removed or replaced in the CDS [36-38]. To investigate the positional effect of nucleosomes with H4K5ac on transcription, we clustered genes based on their acetylation profile ± 2 kb relative to the TSS. Five H4K5ac clusters were identified in FC: one in the CDS (cluster 1), one with relatively no enrichment (cluster 2), and three in the promoter (clusters 3, 4, and 5) (Figure 4A). 

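Profiles of reads within 2 kb of the TSS, in bins of 100 bp and centred and scaled per gene, were grouped by k-means into 5 clusters. Genes with at least 10 reads entered, 32980 in the FC H4K5ac-ChIP library. The mean profiles of 3 clusters had their summit upstream of the TSS, at -1450 bp (6435 genes), -850 bp (5826 genes) and -350 bp (5888 genes). In the other clusters the summit lay in the CDS, at 350 bp (7269 genes) and 1250 bp (7562 genes). Since each profile was scaled to the same variance, no cluster is without a summit by its level alone. The promoter clusters held 55.0% of the genes. With other random starting seeds, the number of genes in promoter clusters ranged from 14110 to 18525, and some seeds gave 2 promoter clusters and 3 in the CDS. The alternative that moved this number most was leaving out the centring and scaling, with 32977 genes in clusters whose summit lay in the promoter. The other 3 clusters of that run held 1 gene each, so it set single genes with extreme coverage apart and did not sort genes by the position of the summit. It also separated genes by level. The mean profile of 13665 genes reached 1.76 reads per base with a range of 0.696. That of the other 19312 genes was low and flat, with a summit of 0.556 and a range of 0.0629.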

Genes with H4K5ac that feature in either the promoter or the CDS (clusters 1 and 3–5) constituted a larger proportion of highly expressed genes, while genes with relatively no enrichment (cluster 2) accounted for the largest proportion of genes with low expression (Figure 4B). Genes clustered for H4K5ac in controls had profiles and cluster contributions relative to expression comparable to FC (Additional file 1: Figure S2A and 2B). 

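In the CON H4K5ac-ChIP library, 33176 genes were clustered. The summits lay at -1250 bp (7085 genes), -450 bp (6638 genes), 50 bp (6652 genes), 750 bp (6375 genes) and 1550 bp (6426 genes) relative to the TSS, so that 2 clusters had their summit in the promoter and 3 in the CDS. The promoter clusters held 41.4% of the genes. Random seed 5 gave 3 promoter clusters with 18265 genes. The expression values behind the contributions of the clusters were not analysed here.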

For H4K12ac-clustered genes, we obtained two in the promoter (clusters 2 and 5) and two in the CDS (clusters 1 and 3), which contributed to a greater proportion of highly expressed genes compared to the non-enriched cluster (cluster 4) (Figure 4C and 4D). In contrast, IgG-IP-clustered genes, which were not enriched for H4K5ac, had equal distribution in low, moderate, and highly expressed genes, regardless of training or the histone mark (Figure 4E and 4F; Additional file 1: Figure S2C and 2D). 

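K-means of the IgG-IP libraries, on 31790 genes in FC and 33624 in CON, also gave 5 groups with separate summits. In FC they lay at -1850 bp (5153 genes), -1550 bp (4988 genes), -1150 bp (6951 genes), 450 bp (7507 genes) and 1450 bp (7191 genes). In CON they lay at -1850 bp (5962 genes), -1250 bp (6838 genes), -550 bp (6175 genes), 450 bp (7139 genes) and 1450 bp (7510 genes). Clusters with the summit in the promoter held 53.8% of the genes in FC and 56.4% in CON. Without centring and scaling, a single cluster held 31786 genes in FC and 33620 in CON, and each other cluster held 1 gene. The expression of the clustered genes was not analysed here.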

Promoter, CDS, and 3’-UTR-associated genes correlated with H4K5ac and H4K12ac, with and without CFC, but did not correlate with IgG-IP clusters (Additional file 1: S3A and 3E).

**Figure 4:**
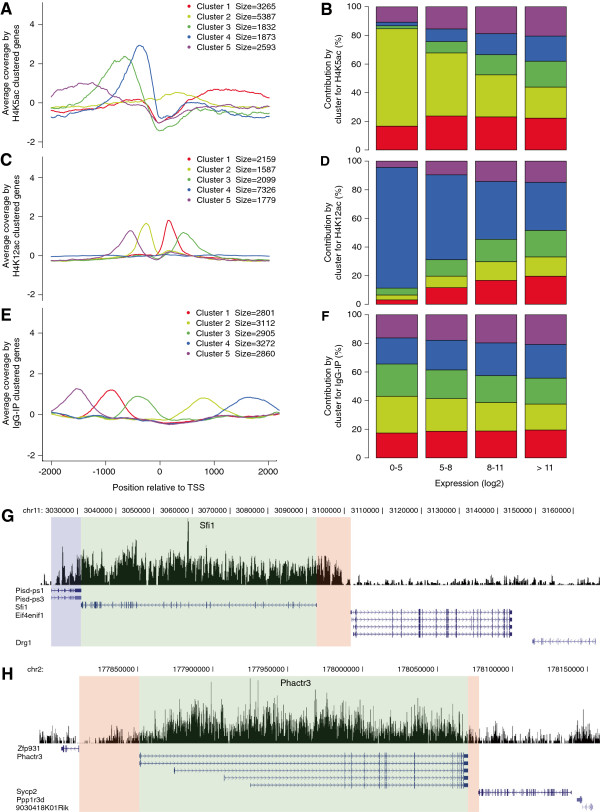
**H4K5ac enrichment in the promoter and CDS. (A)** Genes acetylated for H4K5 after CFC are clustered based on acetylation profiles over ±2 kb relative to the TSS. Clusters 3 (green), 4 (blue), and 5 (violet) occur in promoter regions, cluster 1 (red) occurs in the CDS, and cluster 2 (yellow) is unenriched for H4K5ac. **(B)** Contribution of gene clusters with respect to levels of gene expression show higher contribution of clusters enriched for H4K5ac with higher expression. **(C)** Clustering of genes acetylated for H4K12ac after CFC generated clusters 2 (yellow) and 5 (violet) in the promoter region, clusters 1 (red) and 3 (green) in the CDS, and cluster 4 (blue) is unenriched for H4K12ac. **(D)** The contribution of clusters enriched for H4K12ac is also higher with higher gene expression levels. **(E)** Clustering of genes obtained from IgG-IP controls after CFC result in uniformly distributed clusters including clusters 1 (red), 3 (green), and 5 (blue) in the promoter region, and clusters 2 (yellow) and 4 (blue) in the CDS. **(F)** IgG clusters show no change in contribution with increasing gene expression levels. **(G, H)** Custom tracks are shown for **G)***Sfi1* (chr11:3073466–3095466) and **H)***Phactr3* (chr2:177908053–177930053), as identified by both MACS and SICER for genes differentially acetylated for H4K5 in FC over control. A gene contiguous to *Sfi1* (Pisd-ps1/3) is highlighted in blue, the CDS is highlighted in green, and adjacent intergenic regions in pink. Neighboring genes (*Eif4enif1*, *Drg1*, *Zfp931*, *Sycp2*, *Ppp1r3d*, and *9030418K01Rik*) are shown to emphasize H4K5ac enrichment in the vicinity of peak-called genes. Splice variants for *Phactr3* (Refseq) are annotated below the track. Customized wig tracks were visualized in the UCSC Genome Browser.

These findings suggest that H4K5ac in the promoter and/or CDS may be a feature of highly expressed genes. To validate this observation, we examined the profile of H4K5ac in *Sfi1* and *Phactr3*, two representative genes differentially acetylated for H4K5ac in CFC and involved in cell division in mitotic cells and in memory processes [39,40], respectively (Additional file 1: Table S2). In *Sfi1*, *Phactr3*, and *Phactr3* splice variants*,* H4K5ac was targeted specifically to the CDS (green) (Figure 4G and 4H). 

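Sfi1 lies on the minus strand of chromosome 11 from 3031853 to 3093466. The density of FC H4K5ac-ChIP reads over its CDS, as reads per kb scaled to library size (RPKM), was 4.13 (95% interval 4.04 to 4.22), and 3.73 (3.44 to 4.05) over the 5 kb upstream. The densities of FC IgG-IP and input over the CDS were 25.0 and 17.3 RPKM, the latter 46.0 times the genome-wide mean. The log2 ratio of H4K5ac-ChIP over IgG-IP was -2.60 (-2.63 to -2.56) in FC and -2.56 in CON. With input in place of IgG-IP, the alternative that moved it most, it was -2.07 and -1.89. Phactr3 lies on the plus strand of chromosome 2 from 177853680 to 178073197. Its CDS had 1.29 RPKM (1.27 to 1.32) in FC H4K5ac-ChIP, compared with 0.519 (0.413 to 0.644) over the 5 kb upstream, 0.382 in IgG-IP and 0.683 in input. The log2 ratio of H4K5ac-ChIP over IgG-IP was 1.76 (1.67 to 1.85) in FC and 1.48 in CON. Between the groups, the log2 ratio of FC over CON H4K5ac-ChIP was 0.17 (0.13 to 0.22) at Sfi1 and 0.16 (0.12 to 0.21) at Phactr3. These intervals compare the libraries and not the conditions. Less the log2 ratio of the input libraries, the ratios changed sign, to -0.18 at Sfi1 and -0.36 at Phactr3. That input ratio followed GC content across windows of 10 kb, with a rho of 0.889, compared with 0.217 for H4K5ac-ChIP. Relative to the median of genes of the same GC content, input was about as dense in FC as in CON. It was 30.0 and 30.6 times that median at Sfi1, and 1.10 and 1.09 times at Phactr3. The sign changes may therefore come from the GC bias of the input. Less the log2 ratio of the IgG-IP libraries, chosen after seeing the data, Sfi1 had -0.037 and Phactr3 0.28.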

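Pisd-ps1 lies next to Sfi1 on chromosome 11 from 3025907 to 3031007, on the side of the TTS of Sfi1. Its density was 2.31 RPKM in FC H4K5ac-ChIP, 7.00 in IgG-IP and 7.23 in input. The log2 ratio of H4K5ac-ChIP over IgG-IP was -1.60 in FC and -1.66 in CON. The stretch between Sfi1 and Eif4enif1, from 3093467 to 3102394, lies upstream of the annotated TSS of Sfi1. It had 2.75 RPKM in FC H4K5ac-ChIP, 20.8 in IgG-IP and 12.5 in input, with a log2 ratio over IgG-IP of -2.92 in FC and -2.80 in CON. Pisd-ps3 was not analysed here.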

For *Sfi1*, H4K5ac was also highly enriched in the adjacent CDS of *Pisd-ps1/3* (blue; Figure 4G), and downstream of the TTS in an intergenic region preceding the CDS of *Eif4enif1* (pink; Figure 4G). In contrast, the CDS of *Eif4enif1* and *Drg1* showed dramatically lower H4K5ac. 

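Eif4enif1, on chromosome 11 from 3102395 to 3144591, had 0.613 RPKM in FC H4K5ac-ChIP, 0.468 in IgG-IP and 0.413 in input. Drg1 is annotated from 3087363 to 3166418 and its gene body spans Eif4enif1, so only its part beyond Eif4enif1, from 3144592, was measured. That part had 0.671 in FC H4K5ac-ChIP, 0.425 in IgG-IP and 0.482 in input. The log2 ratio of H4K5ac-ChIP over IgG-IP was 0.39 in FC and 0.27 in CON at Eif4enif1, and 0.66 and 0.53 at the part of Drg1. The density of H4K5ac-ChIP alone was thus lower at both genes than at Sfi1, and the ratio to IgG-IP was higher. The paper sets the coverage of these genes beside their expression, which was not analysed here, and reasons that the level of H4K5ac in the CDS is proportional to transcription.

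**Figure D2:**
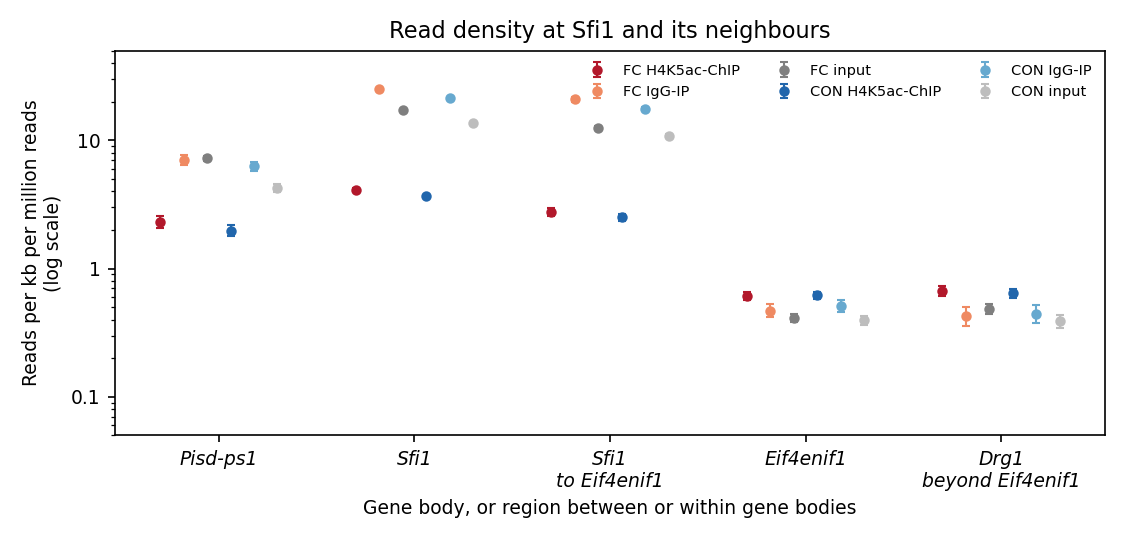
Read density (RPKM, log scale, y axis) of H4K5ac-ChIP, IgG-IP and input in FC and CON at the genes and intervals around Sfi1 on chromosome 11 (x axis), where each point is 1 library and bars are 95% Poisson intervals. IgG-IP and input lie above H4K5ac-ChIP at Pisd-ps1, Sfi1 and the stretch up to Eif4enif1, and below it at Eif4enif1 (0.613 in FC H4K5ac-ChIP) and the part of Drg1.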

The overlap of H4K5ac in the CDS of *Sfi1* and *Pisd-ps1/3* translated to similar expression levels for *Sfi1* (15.19; shown as log2 expression and hereafter) and *Pisd-ps1/3* (14.72) but not for *Eif4enif1* (11.48) or *Drg1* (12.44), which had lower enrichment for H4K5ac. 

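On chromosome 2, Zfp931 (177802400 to 177813181) had 0.249 RPKM in FC H4K5ac-ChIP and 0.223 in FC IgG-IP. Sycp2 (178079998 to 178142390) had 0.344 and 0.347. The log2 ratio of H4K5ac-ChIP over IgG-IP in FC was 0.16 at Zfp931 and -0.01 at Sycp2, with 0.22 in the interval between Zfp931 and Phactr3 and 0.05 in that between Phactr3 and Sycp2. Ppp1r3d (178145911 to 178149177) had 0.746 RPKM in FC H4K5ac-ChIP (95% interval 0.589 to 0.932) and 0.253 in IgG-IP. Its log2 ratio was 1.56 (0.68 to 2.58) from 77 and 12 reads, an interval that includes the value at Phactr3, and 1.74 in CON. With input in place of IgG-IP the contrast with Phactr3 (0.92) was lost in FC at Zfp931, with a log2 ratio of 1.01 (0.52 to 1.51), and was smaller at Sycp2, with 0.67 (0.51 to 0.83). Ppp1r3d had 0.51 (0.037 to 0.98), an interval that again includes the value at Phactr3. In CON these ratios to input were 0.47 at Zfp931, 0.02 at Sycp2 and 1.17 at Ppp1r3d, compared with 1.28 at Phactr3.

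**Figure D3:**
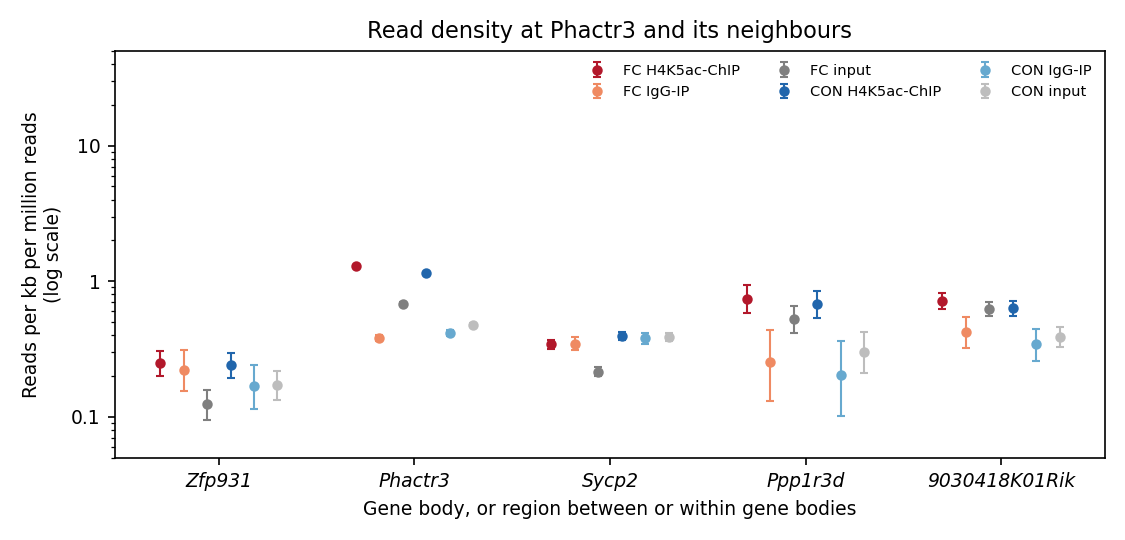
Read density (RPKM, log scale, y axis) of H4K5ac-ChIP, IgG-IP and input in FC and CON at Phactr3 and neighbouring genes (x axis), where each point is 1 library and bars are 95% Poisson intervals. H4K5ac-ChIP is densest at Phactr3 and near IgG-IP at Zfp931 and Sycp2 (0.344 and 0.347 in FC).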

For *Phactr3*, H4K5ac coverage was lower in intergenic and CDS of neighboring genes *Zfp931*, *Sycp2*, and *Ppp1r3d* (pink; Figure 4H). The effect of H4K5ac on gene expression was also clearly evident for *Phactr3* (15.07) and neighboring genes, *Zfp931* (11.42), *Sycp2* (3.97), and *Ppp1r3d* (11.51), which show lower expression levels. This provides further evidence that the level of H4K5ac enrichment in the CDS is directly proportional to the level of gene transcription.

### TF binding sites proximal to the TSS increase the statistical probability of H4K5ac-nucleosome occupancy in the promoter

We next examined whether high levels of gene expression associated with H4K5ac is linked to permissible TF binding. We scanned the promoter region 2 kb upstream of the TSS for conserved TFBS, and computed the percentage of expressed genes with H4K5ac at that position (Figure 5A). For expressed genes, the percentage of acetylated genes was significantly lower across all positions with a consensus TFBS compared to positions without a known TFBS. Unexpressed genes accounted for approximately 20% of genes with H4K5ac. Our assumption is that having a TFBS at a specific position, on average, increases the probability that TF binding occurs at that position relative to a random sequence position in the presence of H4K5ac. To refine our search and identify regions in the promoter where TF binding may affect H4K5ac occupancy, we profiled the coverage of H4K5ac on all genes, on genes with a TFBS at 500 bp, 800 bp or 1100 bp upstream of the TSS, and on genes with no TFBS 100 bp upstream of the TSS (Figure 5B). Using the average coverage of H4K5ac of all genes as baseline, we observed that the presence of a TFBS at position −500 bp or −800 bp, and −1100 bp resulted in modest a reduction in H4K5ac relative to baseline coverage at that position. However, genes with no TFBS upstream of 100 bp resulted in significantly higher H4K5ac in both the promoter and CDS, approximately ±1 kb relative to the TSS.

**Figure 5:**
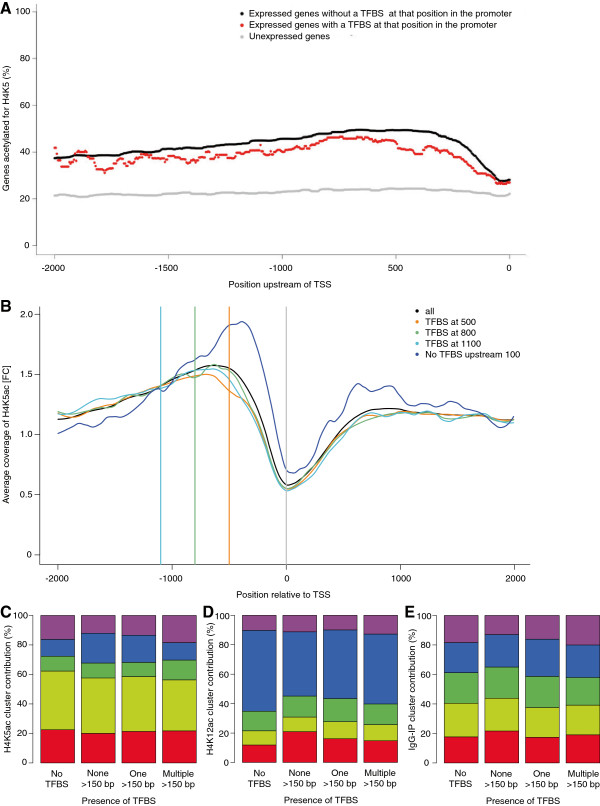
**H4K5ac in the presence of TF binding sites relative to the TSS. (A)** Percent of expressed genes acetylated for H4K5 by CFC with (red) or without (black) a TFBS at that position in the promoter, 2 kb upstream of the TSS in 5 bp increments. Lines are smoothed with a running median of width 10. Given that a gene can be acetylated at multiple sites in the promoter regardless of whether it is expressed or not, the percentage of acetylated genes at a specific position can be greater than 100%. Percent of unexpressed genes that are acetylated are plotted in gray. **(B)** Average read coverage of H4K5ac by CFC, ± 2 kb relative to the TSS, for all genes (black), genes with a TFBS present 500 bp (orange), 800 bp (green), or 1100 bp (turquoise) upstream of the TSS, and genes with no TFBS upstream of 100 bp of the TSS (blue). The relative contribution of gene clusters for **(C)** H4K5ac by CFC, **(D)** H4K12ac by CFC, and **(E)** mock IgG-IP with either no TFBS present in the promoter, or no TFBS, one TFBS, and multiple TFBS present upstream of 150 bp relative to the TSS. Clusters are defined in Figures 4A, 4C, and 4E, respectively.

Based on the increase of H4K5ac coverage in the absence of a TFBS upstream of 100 bp, we focused our analysis in this region, proximal to the TSS. We compared the contribution of acetylated gene clusters (Figure 4A, 4C, 4E; Additional file 1: Figure S2A and 2C) in the presence or absence of a TFBS relative to 150 bp of the TSS: either no TFBS present in the promoter (within 2 kb of the TSS) or no TFBS, one TFBS, or multiple TFBS 150 bp upstream of the TSS (Figure 5C-E; Additional file 1: Figure S4A and 4B). Gene clusters with relatively no enrichment for H4K5ac or H4K12ac constituted a larger proportion of genes regardless of whether a TFBS was present or not (cluster 2, yellow; Figure 5C; cluster 4, blue; Figure 5D). However, in the presence of at least one TFBS within 150 bp of the TSS (no TFBS > 150), the contribution of cluster 4 for H4K5ac in FC (blue, nearest the TSS in the promoter; Figure 4A and 5C), cluster 3 for H4K5ac in control (green, nearest the TSS in the promoter; Additional file 1: Figure S2A and 4A), and cluster 1 for H4K12ac after CFC (red, nearest the TSS in the CDS; Figure 4C and 5D) increased from approximately 10% to 20%, compared to the same clusters when no TFBS was present. To a lesser extent, cluster contribution was also increased in the presence of one TFBS 150 bp upstream of the TSS, but was diminished in the presence of multiple TFBS. These observations provide novel insight into H4K5ac-mediated regulation of gene transcription and support the notion that TF binding and acetylation are mutually exclusive in the promoter [41]. However, H4K5ac is increased when TF binding occurs proximal to the TSS.

The observed increase in acetylation and transcription at proximal TFBS may be attributed to the recruitment of transcriptional machinery including TFs and RNA polymerase II, which is also known to occupy positions near the TSS in actively transcribed genes [42]. Additionally, recent ENCODE studies have shown that a set of TFs is strongly associated to positions proximal to the TSS and that transcriptional initiation is determined by stereotyped TF binding in this region, approximately 100 to 200 bp upstream of the TSS [43,44]. Acetylated nucleosomes further away in the promoter, greater than 1 kb from the TSS, may either be more strongly bound and less easily displaced by TF binding, or they may be regulatory regions which do not depend on the presence or acetylation of nucleosomes [45]. As expected, IgG-IP control clusters were uniformly proportioned in the presence or absence of a TFBS (Figure 5E; Additional file 1: Figure S4B). Together, these data suggest that since H4K5ac is associated with increased gene expression, enrichment of H4K5ac proximal to the TSS may be a reliable marker of actively transcribed genes.

### Genes differentially acetylated for H4K5 are associated with fear memory in the hippocampus

The high percentage of genes with above average H4K5ac in both FC and controls suggest that this modification is important and that it is subject to tight regulation in the context of transcription-dependent memory formation. Using a criteria-based approach, we found that ~15% of genes were uniquely acetylated for H4K5 with CFC (Figure 3E), however, this did not account for differentially acetylated genes. We also found that H4K5ac correlates to global gene expression levels. Thus, to identify specific genes induced by learning and increased H4K5ac levels in the hippocampus, we used a top-down approach – rather than identifying specific genes activated by learning through differential gene expression, we identified highly expressed genes through differential acetylation of H4K5 in FC compared to controls. We used a peak-calling algorithm to scan the genome at 300 bp intervals for differentially acetylated regions between FC and controls. Using model-based analysis of ChIP-Seq (MACS), we obtained consensus coverage of H4K5ac-enriched regions across the mouse genome [46]. 

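Peaks were called with a scan written after the stated MACS settings, with windows of 300 bp, a Poisson p of 1e-05, an effective genome size of 1.87e+09 and a local background over 1, 5 and 10 kb. The test was one-sided and compares the libraries, not the conditions. With CON H4K5ac-ChIP as the control library, 1107 peaks were called in FC H4K5ac-ChIP, with a median width of 300 bp. Of these, 33 lay from 4 to 2 kb upstream of a TSS, 197 within 2 kb upstream and 119 within 2 kb downstream. The alternative that moved the count most was IgG-IP of the same group as control, with 38450 peaks, of which 1080, 4138 and 2384 lay in these intervals. With input as control there were 23332 peaks, of which 622, 3183 and 1570 lay there.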

Out of 20,238 peaks identified for H4K5ac in FC by MACS, 708 peaks were found −4000 to −2000 bp relative to the TSS, 3,370 peaks were found in the promoter (−2000 to 0 bp), and 1,340 peaks were found in the CDS (0 to +2000 bp). Of these, we identified 241 regions significantly acetylated for H4K5 in FC, 115 of which were associated with gene bodies representing 114 unique genes, and 126 within intergenic regions (Additional file 1: Table S2).

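Of the 1107 regions higher in FC than in CON H4K5ac-ChIP, 621 overlapped a gene body and 486 lay outside. In gene bodies and promoters together they touched 863 genes. When the pooled reads of both H4K5ac-ChIP libraries were split at random 20 times, the scan called 567 regions on average, with a range from 531 to 612. At a Poisson p of 1e-07 there were 147 regions, compared with 60 to 93 in the splits. Between the libraries that no H4K5ac antibody enters, the scan called 5047 regions in FC over CON input and 558 in FC over CON IgG-IP. Of the 1107 regions, 102 (9.21%) were also called between the input libraries and 910 (82.2%) also against FC IgG-IP. The region with the largest fold of reads over the expected count in its best window, 5.37, lay in an intron of Osbpl10 on chromosome 9 from 115060501 to 115060950, within the 1% of windows with the most input reads. A region in the promoter of BC023829 on chromosome X from 67730401 to 67731000 had a fold of 4.86 and lay outside these windows. The remaining regions of the 5 with the largest fold overlapped no gene and lay in these windows, on chromosome Y from 1751751 to 1752200 (fold 5.13), on chromosome 6 from 3151251 to 3151700 (fold 5.1) and on chromosome X from 53206901 to 53207300 (fold 4.84).

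**Figure D4:**
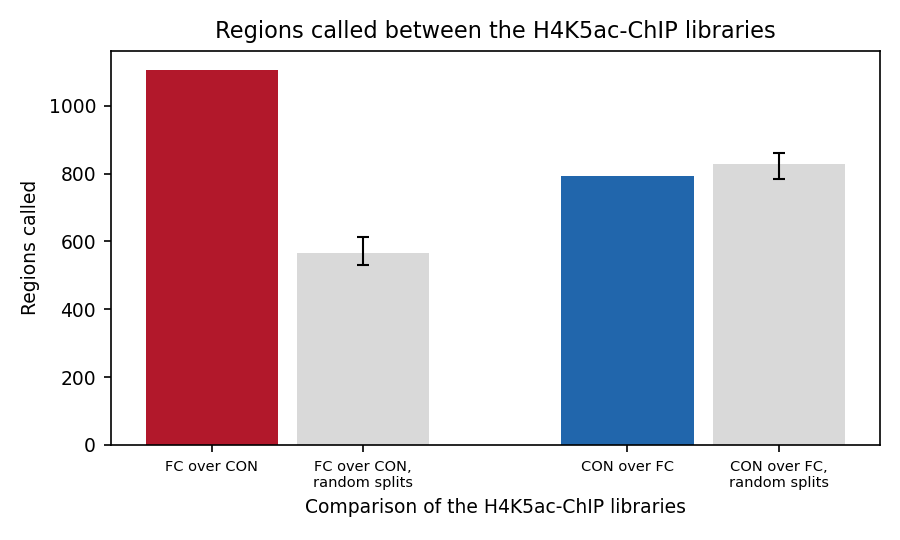
Number of regions called (y axis) in FC over CON and in CON over FC H4K5ac-ChIP (x axis), where bars are the libraries as deposited and the mean of 20 random splits of their pooled reads, and whiskers run from the lowest to the highest split. The FC over CON bar (1107) lies above the highest split (612).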

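Among the genes of Table 3, Kdm2a (Fbxl11), Ryr3, Akap6, Atp8a1, Rnf220, Col2a1, Serpina9, Megf11 and Ntrk2 had 1 region higher in FC each and 0 higher in CON. Kcnd2 had 1 region higher in FC and 2 higher in CON. Grid1 had 0 regions higher in FC, and 5 with all deposited reads. Over the whole gene body the log2 ratio of FC over CON H4K5ac-ChIP was 0.32 (95% interval 0.27 to 0.37) at Rnf220, 0.32 (0.15 to 0.49) at Col2a1, -0.13 at Ntrk2 and -0.23 at Kcnd2, and it was above 0 in 7 of the 12 genes. Pik3cd had 1 region higher in FC, and Ddit4, Tsc1 and Tsc2 had 0. Sfi1, where input was 46.0 times as dense as the genome-wide mean, had 3 regions higher in FC and 1 higher in CON. Phactr3 had 2 regions higher in FC and 0 higher in CON. In FC over CON input, where no antibody was used, the scan called 42 regions at Sfi1 and 2 at Phactr3. It called 3 each at Megf11 and Grid1, 1 each at Ryr3, Akap6 and Rnf220, and 0 at the other genes of Table 3 named here. Whether they lie where the H4K5ac-ChIP libraries differ was not examined gene by gene. Over FC IgG-IP and FC input, FC H4K5ac-ChIP had 70 and 44 regions at Phactr3 and 0 at Sfi1. With 1 library per group, the regions higher in FC at Sfi1 and Phactr3 cannot be ascribed to a change in H4K5ac rather than to another difference between the libraries.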

To validate the results obtained with MACS, we repeated the analysis with three other published algorithms for ChIP-Seq analysis, including SICER, EpiChip, and Genomatix NGS analyzer (Additional file 1: Figure S5A – 5D) [47-49]. We performed a cross-wise comparison of genes identified with the algorithms to genes identified using pre-defined criteria, including genes with more than 50 reads in the promoter (Raw H4K5), previously defined as above average, or genes with more than 50 reads in the promoter with CFC but 40 reads or less in controls (Diff H4K5), analogous to algorithm-based differential acetylation (Figure 3E; Additional file 1: Figure S5E; see Methods). Of all genes identified by MACS, approximately 70% overlapped with SICER, the other most widely used algorithm for differential peak finding. Thus, we considered the genes identified by MACS as a reliable and representative gene set to evaluate further.

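Islands were called in the same libraries with a procedure written after the stated SICER settings, with windows of 200 bp, gaps of 400 bp, reads shifted by 75 bp, a false discovery rate of 0.001 and a p below 1e-05 for each island, a filter the paper describes for genes. This gave 2258 islands in FC over CON and 3256 in CON over FC. Of the 863 genes with a region in FC over CON, 192 (22.2%, 95% interval 19.5 to 25.2) also had an island, and of the 596 genes in CON over FC, 227 (38.1%, 34.2 to 42.1). Of the regions themselves, 191 (17.3%) and 123 (15.5%) overlapped an island. Of the same genes, 830 (96.2%) and 571 (95.8%) had more than 50 promoter reads, while 3 (0.348%) and 7 (1.17%) had more than 50 in the higher library and at most 40 in the other. From the overlap with SICER, the paper reasons that the genes found by MACS are a reliable and representative set.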

### Genes differentially acetylated for H4K5 in FC are associated with memory processes

Gene ontology analysis of the 114 unique MACS-derived genes in FC identified genes enriched for structural and neuronal components including synapses, the postsynaptic density, and axons, in addition to genes involved in functional processes such as synapse assembly and organization, ion transport, calcium signaling, neuromuscular and neurological system processes (Table 1; Additional file 1: Table S2 and 4). From interaction maps, we also found that genes in pathways involved in calcium, mTOR, Erbb signaling, and Alzheimer’s disease were significantly enriched (Table 2).

**Table 1:** GO enrichment analysis of MACS-identified genes differentially acetylated for H4K5 in FC and control in hippocampus

**GO term**	**Annotation**	**Treatment**	**Fold-change**	*P*-value*
GO:0045202	Cellular component: synapse	FC	5.78	8.01E-06
GO:0000267	Cellular component: cell fraction	FC	3.48	7.33E-05
GO:0005624	Cellular component: membrane fraction	FC	3.76	0.0001
GO:0003008	Biological process: system process	FC	3.03	0.0002
GO:0015491	Molecular function: cation:cation antiporter activity	FC	26.05	0.0002
GO:0005626	Cellular component: insoluble fraction	FC	3.59	0.0002
GO:0022892	Molecular function: substrate-specific transporter activity	FC	2.81	0.0004
GO:0022891	Molecular function: substrate-specific transmembrane transporter activity	FC	2.93	0.0004
GO:0014069	Cellular component: postsynaptic density	FC	11.65	0.0004
GO:0007416	Biological process: synapse assembly	FC	18.89	0.0005
GO:0006897	Biological process: endocytosis	FC	5.74	0.0006
GO:0010324	Biological process: membrane invagination	FC	5.74	0.0006
GO:0050885	Biological process: neuromuscular process controlling balance	FC	16.85	0.0007
GO:0065008	Biological process: regulation of biological quality	FC	2.28	0.0008
GO:0050877	Biological process: neurological system process	FC	3.08	0.0008
GO:0022857	Molecular function: transmembrane transporter activity	FC	2.74	0.0008
GO:0042592	Biological process: homeostatic process	FC	2.85	0.0009
GO:0006810	Biological process: transport	FC	1.84	0.001
GO:0043062	Biological process: extracellular structure organization	FC	6.49	0.001
GO:0030424	Cellular component: axon	FC	6.38	0.0011
GO:0005583	Cellular component: fibrillar collagen	FC	39.19	0.0011
GO:0044456	Cellular component: synapse part	FC	4.92	0.0014
GO:0005246	Molecular function: calcium channel regulator activity	FC	32.07	0.0017
GO:0015075	Molecular function: ion transmembrane transporter activity	FC	2.73	0.0021
GO:0015298	Molecular function: solute:cation antiporter activity	FC	11.8	0.0021
GO:0005794	Cellular component: Golgi apparatus	FC	2.84	0.0025
GO:0015385	Molecular function: sodium:hydrogen antiporter activity	FC	26.05	0.0026
GO:0005451	Molecular function: monovalent cation:hydrogen antiporter activity	FC	26.05	0.0026
GO:0005215	Molecular function: transporter activity	FC	2.24	0.0032
GO:0005581	Cellular component: collagen	FC	19.59	0.0046
GO:0000166	Molecular function: nucleotide binding	Control	4.43	5.04E-06
GO:0032553	Molecular function: ribonucleotide binding	Control	4.31	7.57E-05
GO:0032555	Molecular function: purine ribonucleotide binding	Control	4.31	7.57E-05
GO:0017076	Molecular function: purine nucleotide binding	Control	4.15	0.0001
GO:0005524	Molecular function: ATP binding	Control	4.76	0.0001
GO:0032559	Molecular function: adenyl ribonucleotide binding	Control	4.71	0.0001
GO:0005003	Molecular function: ephrin receptor activity	Control	112.59	0.0001
GO:0050771	Biological process: negative regulation of axonogenesis	Control	90.12	0.0002
GO:0021955	Biological process: central nervous system neuron axonogenesis	Control	96.56	0.0002
GO:0001883	Molecular function: purine nucleoside binding	Control	4.47	0.0002
GO:0030554	Molecular function: adenyl nucleotide binding	Control	4.49	0.0002
GO:0001882	Molecular function: nucleoside binding	Control	4.45	0.0002
GO:0031345	Biological process: negative regulation of cell projection organization	Control	71.15	0.0004
GO:0010171	Biological process: body morphogenesis	Control	67.59	0.0004
GO:0007492	Biological process: endoderm development	Control	46.61	0.0008
GO:0021954	Biological process: central nervous system neuron development	Control	42.24	0.001
GO:0050768	Biological process: negative regulation of neurogenesis	Control	39.76	0.0011
GO:0010721	Biological process: negative regulation of cell development	Control	37.55	0.0013
GO:0021953	Biological process: central nervous system neuron differentiation	Control	32.97	0.0017
GO:0030027	Cellular component: lamellipodium	Control	26.13	0.0026
GO:0031252	Cellular component: cell leading edge	Control	15.19	0.0076
GO:0044428	Cellular component: nuclear part	Control	3.16	0.0353
GO:0042995	Cellular component: cell projection	Control	3.99	0.0379
GO:0031981	Cellular component: nuclear lumen	Control	3.91	0.0399
GO:0005667	Cellular component: transcription factor complex	Control	6.25	0.0403

Summary of GO enrichment analysis of genes differentially acetylated for H4K5 in FC over control (FC) and control over FC (Control) by MACS and using Webgestalt GO analysis.

* Sorted according to treatment followed by P-value, using Benjamini-Hochberg correction for multiple comparisons.

**Table 2:** KEGG pathways enriched in MACS-identified genes differentially acetylated for H4K5 in FC and control in hippocampus

**Pathway**	**Treatment**	**Enrichment ratio**	*P*-value*
O-Glycan biosynthesis	FC	64.22	0.0005
Calcium signaling pathway	FC	13.29	0.0015
mTOR signaling pathway	FC	32.11	0.0018
Acute myeloid leukemia	FC	29.48	0.0021
Alzheimer's disease	FC	10.18	0.0033
Chronic myeloid leukemia	FC	21.16	0.0041
Cardiac muscle contraction	FC	20.43	0.0044
ErbB signaling pathway	FC	19.34	0.0049
Fc gamma R-mediated phagocytosis	FC	17.13	0.0062
Metabolic pathways	FC	3.66	0.012
Axon guidance	Control	32.99	0.0001
Calcium signaling pathway	Control	22.59	0.0003
Regulation of actin cytoskeleton	Control	20.2	0.0005
Long-term depression	Control	39.19	0.0012
Gap junction	Control	32.52	0.0018
Small cell lung cancer	Control	32.52	0.0018
GnRH signaling pathway	Control	29.68	0.0021
Melanogenesis	Control	28.84	0.0022
Vascular smooth muscle contraction	Control	22.99	0.0035
Focal adhesion	Control	14.77	0.0082

Summary of KEGG pathway enrichment analysis of genes differentially acetylated for H4K5 in FC over control (FC) and control over FC (Control) by MACS using Webgestalt KEGG analysis.

* Sorted according to treatment followed by P-value, using Benjamini-Hochberg correction for multiple comparisons.

In contrast, the 47 genes differentially acetylated for H4K5 in controls were classified into brain processes such as negative regulation of axogenesis, of neurogenesis, and of cell development, but also contributed to normal brain development and neuronal differentiation (Table 1; Additional file 1: Table S3 and 5). 

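In the reverse direction, 793 regions were higher in CON than in FC H4K5ac-ChIP. Of these, 532 overlapped a gene body and 261 lay outside, and 596 genes had a region in the gene body or promoter. Random splits of the pooled reads called 830 regions on average in this direction, with a range from 783 to 861, so that the number was not distinguishable from sampling noise at this depth. At a Poisson p of 1e-07 there were 78 regions, compared with 94 to 127 in the splits. The regions with the largest folds lay on chromosome 3 from 122634451 to 122634850 (fold 4.50), in an exon of 4921524J17Rik on chromosome 8 from 87932301 to 87932800 (fold 4.46) and on chromosome 15 from 90759101 to 90759500 (fold 4.34). They were followed by an intron of Dennd4c on chromosome 4 from 86428651 to 86429050 (fold 4.34) and an intron of Thrb on chromosome 14 from 18766451 to 18766900 (fold 4.31). The functional classes of the genes were not analysed here.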

Pathway analysis for genes identified in controls showed enrichment for normal neuronal processes such as axon guidance, but also for genes associated with long-term depression, a form of synaptic plasticity typically associated with synaptic weakening (Table 2). The repressive functional categories and pathways enriched in controls suggest that training counteracts these pathways for memory formation. Alternatively, pathways upregulated in controls may be those that are needed to maintain homeostatic processes and basal neuronal functions in the absence of learning.

To validate whether genes differentially acetylated for H4K5 are also differentially expressed, we quantified mRNA expression of twelve randomly chosen genes called by MACS. mRNA levels were measured in hippocampal samples collected from animals from an independent CFC experiment to avoid sample or experimental bias associated with the ChIP-Seq. Seven out of twelve genes had significantly higher expression after CFC than in controls (Table 3). In contrast, in the cerebellum, a brain region not recruited for the formation of contextual fear memory, gene expression did not change after CFC, except for one (Table 3). Taken together, our data suggests that genes differentially acetylated for H4K5 are specific to memory formation in the hippocampus with CFC.

**Table 3:** Real-time quantitative PCR validation of MACS-identified genes differentially acetylated for H4K5 in FC over control in the hippocampus [HIP] and cerebellum [CER]

**Gene ID**	**Gene name**	Fold-change [HIP]*	**Significance [HIP]**	**Fold-change [CER]**	**Significance [CER]**
*Fbxl11*	F-box and leucine-rich repeat protein 11 [Lysine (K)-specific demethylase 2A (Kdm2a)]	4.31±1.40	0.05	1.04±0.05	NS
*Ryr3*	Ryanodine receptor 3	3.92±1.70	0.1	1.10±0.51	NS
*Akap6*	A kinase (PRKA) anchor protein 6	3.77±0.71	0.01	3.94±1.37	0.05
*Atp8a1*	ATPase, aminophospholipid transporter (APLT), class I, type 8A, member 1	3.35±0.46	0.01	0.96±0.23	NS
*Nrxn1*	Neurexin I	2.99±0.29	0.001	1.21±0.58	NS
*Rnf220*	Ring finger protein 220	2.98±1.84	NS	1.30±0.53	NS
*Kcnd2*	Potassium voltage-gated channel, Shal-related family, member 2	2.94±0.36	0.001	0.46±0.11	NS
*Grid1*	Glutamate receptor, ionotropic, delta 1	2.92±0.60	0.05	1.15±0.33	NS
*Col2a1*	Collagen, type II, alpha 1	2.35±0.42	0.01	1.01±0.21	NS
*Serpina9*	serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 9	1.90±0.90	NS	0.82±0.40	NS
*Megf11*	Multiple EGF-like-domains 11	1.71±0.67	NS	1.01±0.33	NS
*Ntrk2*	Neurotrophic tyrosine kinase, receptor, type 2	1.09±0.15	NS	1.32±0.20	NS

* Ranked according to fold-change in HIP.

Shown as fold-change over control ± SEM.

*NS* not significant.

## Discussion

The present study provides a comprehensive genome-wide analysis of H4K5ac in the hippocampus following fear memory formation, and identifies a novel set of genes associated with H4K5ac induced by learning. It demonstrates that H4K5ac is a ubiquitous histone PTM in the genome, present on one-third of genes with above average H4K5ac in the adult mouse hippocampus. Genes associated with high H4K5ac, in both promoter and CDS, are highly expressed, but H4K5ac is most prominent within 1000 kb upstream of the TSS. Our results suggest that H4K5ac may be required in both the promoter and CDS, over the entire length of the gene, for transcription of full and intermediate transcripts and that the presence of H4K5ac is a reliable marker of actively transcribed genes. However, we found that enrichment of H4K5ac in the promoter is determined, to an extent, by TF binding in which the absence of distal TFBS, 150 bp upstream of the TSS, dramatically increases H4K5ac enrichment in the promoter. We also provide evidence that H4K5ac may be a hallmark of activity-dependent genes that are expressed with learning. By identifying genes differentially acetylated for H4K5, we have uncovered key genes, both known and novel, involved in memory formation. These genes are specific to functions and pathways involved in synaptic plasticity and memory formation, but also to basic cellular processes, with learning.

The finding that promoters of ~80% of genes are acetylated above average for H4K5 regardless of training and that, of those, two-thirds are also acetylated for H4K12, is consistent with studies of other histone PTMs. In human cell lines, for instance, the promoters of 70% of genes were enriched for both H3K9ac and H3K14ac, of which >95% were also enriched for H3K4me3 [42]. It suggests that histone PTMs are ubiquitous in the genome, but it raises the question of whether their specificity depends on a few dominant modifications or a combination of histone PTMs, the extent to which multiple nucleosomes are modified in succession, and whether positioning of modified nucleosomes is a factor [26,50]. We found that ~15% of genes with above average H4K5ac are unique to FC and that genes differentially acetylated for H4K5 with learning are conducive to memory formation. This suggests that approximately 1000 out of 20,000 known protein-coding genes, or 5% of all genes, may be associated with memory in the hippocampus. At the moment, it is unclear what percent of genes are actively transcribed with learning, but synaptic proteins alone number 7,000, of which the postsynaptic density comprises more than 1000 proteins [51-54].

Differential acetylation analysis suggests that learning may target memory-specific genes for hyperacetylation over those normally acetylated for H4K5 under control conditions. Our data also show that H4K5ac is a reliable predictor of actively transcribed genes and that its level of enrichment correlates with the level of gene expression. Based on these observations, we propose that the prevalence of H4K5ac in the promoter may be a means to prime specific genes to facilitate their expression upon training or practice for rapid stabilization of the memory trace (Figure 6). Although mature neurons and glia are fully differentiated, our notion of priming is reminiscent of gene bookmarking in mitotic cells, whereby cells retain a ‘memory’ for patterns of gene expression through DNA and histone modifications following exit from mitosis [26,55,56]. Such a priming mechanism would be advantageous for the rapid induction of memory-specific genes following learning. However, it is currently not known how nucleosomes are positioned and modified with transcriptional activity or subsequent activity over time – whether they are depleted, displaced, or their modifications altered to retain a trace of prior activity [57-60].

**Figure 6:**
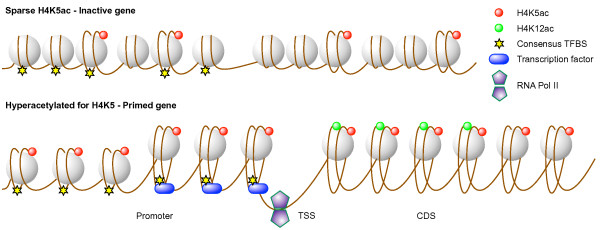
**Model depicting gene priming through hyperacetylation of H4K5.** Model depicting the potential role of H4K5ac preceding gene transcription. Sparse acetylation of H4K5 on nucleosomes associated with the promoter region is not sufficient for the recruitment of TFs necessary to initiate transcription. In contrast, hyperacetylation of H4K5 on nucleosomes along the promoter opens chromatin to allow access to large stretches of DNA for the recruitment of TFs proximal to the TSS. Upon binding, TFs may temporarily displace nucleosomes carrying the H4K5ac mark. In the CDS, H4K5ac and H4K12ac proximal to the TSS are necessary for transcriptional elongation by RNA polymerase. H4K5ac may be required throughout the gene body for full extension and/or transcription of splice variants such as *Phactr3*, whereas H4K12ac may only be needed in the CDS proximal to the TSS. This model proposes that hyperacetylation of H4K5 is needed at the promoter to prime genes for transcriptional initiation but also in the CDS for transcriptional elongation.

Consistent with the notion of priming genes with repeated learning, approximately half of the genes we identified by peak-calling are involved in cognitive processes, while the other half has not been previously associated with memory processes. For instance, *Phactr3* (phosphatase and actin regulator 3), also known as *Scapinin* (scaffold-associated PP1-inhibiting proteins), is an interesting candidate with respect to memory as it is transcribed primarily in the brain and in tumors but has been relatively unstudied in the context of memory [40,61]. Likewise, *Pik3cd*, involved in the immune response and in cancer is implicated in the mTOR pathway with *Ddit4* (also known as *Redd1*) and *Tsc1/2*. Recent studies have linked *Tsc1/2* dysregulation to cognitive deficits associated with tuberous sclerosis and identified this gene as a potential target to treat autism [62,63]. *Ddit4* has also been implicated in Alzheimer’s disease and is therefore highly relevant for memory processes [64,65].

A notable feature of our findings is the considerably large number of intergenic loci found to carry H4K5ac. Our observation that genic regions only accounted for one-quarter of the 20,238 peaks differentially acetylated for H4K5 suggests that, in addition to gene bodies, H4K5ac is highly interspersed throughout intergenic regions. These regions are thought to give rise to noncoding RNAs or microRNAs that may potentially regulate genes. Indeed, the differentially acetylated targets we identified through both peak-calling algorithms and criteria-based selection methods included many known and novel noncoding RNAs. The recent discovery by the ENCODE consortium of an additional 30,000 intergenic and antisense TSS in the genome suggests that previously defined limits of what constituted genic regions, and gene annotations we used in this study, were incomplete and underestimated the activity of these novel intergenic regions [66]. Additionally, the ENCODE finding that nearly three-quarters of the genome can be transcribed at any given time, whether in genic or intergenic regions, suggests that the ubiquity of H4K5ac is to be expected if, as in our study, H4K5ac is a modification associated with active transcription and is required to transcribe intergenic regions [66].

Finally, another important question raised by our study is whether histone PTMs participate in the recruitment of transcriptional machinery. Although low intrinsic nucleosome occupancy has been documented in promoter regulatory regions, TFBS, and origins of replication in yeast [67,68], p53 was found to preferentially bind DNA sites strongly associated with nucleosomes over sites with relatively low nucleosome occupancy [69]. Our data show that actively transcribed genes with a conserved TFBS in positions proximal to the TSS have increased enrichment for H4K5ac in the promoter. Similarly, the ENCODE studies have shown that particular sets of TFs are strongly associated to proximal promoter regions and that the spatial positioning and structural motif of TFBS in these regions is highly conserved across many human cell lines [43,44]. This may suggest that nucleosomes demarcate positions of accessibility proximal to the TSS and, with appropriate modifications, open consensus sites to allow TF recruitment and binding. Other studies have shown that H3K9ac and H3K14ac are critical for the recruitment of TFIID in the promoter to initiate transcription [42,70]. Once bound, however, it is not yet known whether nucleosomes are deacetylated or evicted from the promoter of actively transcribed genes.

## Conclusion

Our study newly suggests that H4K5ac is induced in an activity-dependent manner in the adult mouse hippocampus where it may prime genes for rapid expression following repetitive learning. We propose that hyperacetylation of H4K5 proximal to the TSS in the promoter facilitates the recruitment of TFs and is associated with rapid gene expression following reinforced learning (Figure 6) [71]. Many questions still remain about chromatin remodeling and the extent to which it regulates gene expression in biological functions. However, this study provides new insight into chromatin remodeling in cognitive processes in a manner that is unbiased and independent of predefined genetic associations. Complementary genome-wide studies will be required in the future to comprehensively map the ensemble of histone modifications regulating genetic programs in cognitive and other biological processes.

## Methods

### Animals and contextual fear conditioning

Experiments were conducted using adult C57Bl6/J males (4–7 months old). Mice were housed under standard conditions with a 12 hour reversed light–dark cycle and access to food and water *ad libitum*. All animals were maintained in accordance with the Federation of Swiss Cantonal Veterinary Office and European Community Council Directive (86/609/EEC) guidelines.

Mice were habituated to the testing room and handled for three days prior to training and testing. They were then trained in a contextual fear-conditioning paradigm using a TSE Fear Conditioning System. The training consisted of a 3 min. exposure to the conditioning context followed by a brief electric shock (0.7 mA for 1s), then left for an additional 3 min. in the conditioning context. Mice that were not re-conditioned were euthanized 1 hour after the initial fear-conditioning session. Mice that were to be further fear-conditioned were trained on the second day and the memory test performed 24 hours later on the third day. Single trial CFC is known to produce a robust, long-lasting memory, however subsequent training has been shown to strengthen the memory and prevent random association of shock with re-exposure [6-10]. Furthermore, as re-exposure to the context on day 3 increased freezing, euthanasia was performed within one hour of the memory test on day 3, but before the 6-hour reconsolidation window and before extinction could take place [3,29]. The control group was handled and trained in the same manner but without a foot shock.

Comparisons between groups were analyzed by paired student’s t-test or one-way ANOVA with Tukey *post hoc* analysis, where appropriate. GraphPad Prism was used for statistical analysis and significance was set at *p ≤ 0.05, **p ≤ 0.01, and ***p ≤ 0.001. All data are shown as mean ± SEM.

### Nuclear extraction and Western blots

Nuclear protein extraction was performed as previously described with the following modifications [13]. Hippocampi were dissected and homogenized in 100 μl nuclear inhibition buffer (NIB) at pH 7.4 containing 3.75 mM Tris–HCl, 15mM KCl, 3.75 mM NaCl, 250 μM EDTA, 50 μM EGTA, 30% (v/v) glycerol, and 15 mM β-mercaptoethanol, with the addition of 1:200 proteinase inhibitor cocktail (Sigma-Aldrich), 1:500 PMSF (Sigma-Aldrich) and 1:100 phosphatase inhibitor cocktail (Sigma-Aldrich). The structures were then uniformly homogenized with a 22G syringe and centrifuged at 14,000 rpm for 30 min. The supernatant and pellet, containing cytoplasmic and nuclear material, respectively, was separated and resuspended in another 100 μl NIB with appropriate inhibitors. The pellet was re-homogenized with a 26G syringe and centrifuged at 14,000 rpm for 30 min.

15 μg of proteins from nuclear extracts was mixed with 4× LDS sample buffer (NuPage; Invitrogen) and 10% β-Mercaptoethanol to a final volume of 20 μl and loaded on a Novex 4-12% Bis-Tris Gel (NuPage; Invitrogen). Proteins were then transferred onto a nitrocellulose membrane (Bio-Rad), blocked (Rockland IR blocking buffer; Rockland Immunochemicals), and incubated with primary and secondary antibodies. Whole purified histones were run in parallel to confirm histone subunits (ImmunoVision) and Precision Plus protein dual color standards were used to determine molecular weights (Bio-Rad Laboratories). Bands were identified and quantified using an Odyssey IR scanner (LI-COR Biosciences) and the H4K5ac (11 kDa) signal was normalized to β-actin (42 kDa). Primary antibodies used were anti-acetyl H4K5 [72] (1:1000; Millipore) and monoclonal β-actin (1:1000; Sigma-Aldrich); secondary antibodies used were goat-anti-rabbit (IRDye 680 nm; 1:10,000) and goat-anti-mouse (IRDye 800 nm; 1:10,000; LI-COR Biosciences).

### Quantitative real-time PCR

Total RNA was extracted from hippocampus using TRIzol reagent and 1 μg of RNA was reverse-transcribed using the SuperScript First Strand Synthesis II system (Invitrogen). Equal amounts of cDNA from each sample were run in duplicate along with an endogenous control, *Gapdh*, on a Light Cycler 480 (Roche AG). Crossing point (Cp) values, which are more reliable and reproducible than Ct values, were obtained using the second derivative maximum method (Roche AG). Comparative analysis on Cp values was performed and expressed as fold change over the average of controls [73]. Mean and SEM values were obtained for each and analyzed using two-tailed paired t-tests to determine statistical significance (p <0.05). Oligonucleotides used for quantitative real-time PCR are listed in (Additional file 1: Table S6).

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed as previously described [13], with the following modifications. Briefly, three hippocampal samples for each group were individually cross-linked with 1% formaldehyde, quenched with 0.125 M glycine, and spun down at 1500 rpm for 5 min at 4°C. To isolate chromatin, samples were washed and homogenized in 2 ml cell lysis buffer containing proteinase and phosphatase inhibitors with a Dounce homogenizer. Samples were centrifuged at 4000 rpm for 5 min. and homogenized again in 1 ml nuclear lysis buffer with inhibitors. DNA was sheared using a Baendelin Sono Plus to a fragment length of 600–800 bp. Total genomic DNA (input) was quantified and 80 μg of chromatin from each sample was immunoprecipitated overnight at 4°C with either 5 μl of anti-acetyl-H4K5 (07–327; Millipore) or 5 μl of IgG (17–685; Millipore) as a negative control. After incubation, nucleosome complexes were isolated with 60 μl of protein A agarose/salmon sperm DNA slurry (Millipore) for 1 h at 4°C. The complexes were washed and dissociated from the beads by incubation in 1% SDS in TE and nuclear lysis buffer at 65°C for 10 min. Histones were then digested with proteinase K for 1 h at 45°C and the DNA was finally extracted with phenol/chloroform/isoamyl alcohol and ethanol precipitation. DNA concentrations were measured on a Nanodrop (Thermo Fisher Scientific) and further verified on a Qubit fluorometer (Invitrogen). Uniformity of fragment size and quality control was validated on a 2100 BioAnalyzer (Agilent Technologies).

### ChIP-Seq library preparation

Library preparation was according to recommended guidelines (Life Technologies). From both ChIP and input control samples, 200 ng of DNA was further sonicated at 4°C to a mean fragment size of between 100 to 150 bp using the Covaris S2 sonicator. The DNA was then end-repaired using end-polishing enzymes such that damaged DNA with protruding 5’ or 3’ ends were blunt-ended and phosphorylated. Following repair, the samples were purified using a column purification kit and the blunt ends were ligated with 1 μl of multiplex adaptors. The ligated samples were then nick translated and amplified according to the SOLiD Fragment Library Barcoding protocol and column purified separately. The libraries were then quantitated using a Qubit fluorometer. 20 μl of each library was size-selected for ligation products of 170–230 bp using 2% E-gels and pooled following gel purification. Finally, equimolar amounts of each barcoded library were mixed together before ePCR followed by sequencing.

### SOLiD sequencing and mapping statistics

Sequencing was performed on an Applied Biosystems SOLiD 3 platform. Image acquisition and base calling was automated on the SOLiD Instrument Control Software system. The color space reads were mapped and aligned to the current assembly of the mouse genome (mm9, NCBI Build 37 dating July 2007; UCSC genome browser) using the mapping tool of the Bioscope v1.2.1 software suite (Applied Biosystems). Only reads with a maximum of 4 failed color calls and quality values larger than 8 were considered for contiguous mapping. The reads were mapped allowing a maximum of 6 color mismatches and reads with up to 10 mappings on the genome were reported in a SAM file. This file was used for subsequent identification of enriched regions. Sequence data from this study has been submitted to NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier (accession no. GSE30325).

From a total of 309 million (309,346,614) 50-bp ChIP-seq reads, 230 million (229,838,436; 74.3%) were uniquely mapped to the current mouse reference genome with a mismatch allowance of ≤ 6 per 50 consecutive bases (Additional file 1: Table S1). 

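The 6 libraries together held 179776439 aligned reads. The mean aligned length was 45.4 to 46.0 bp per library, and the median mapping quality was 86 in all libraries but FC IgG-IP, where it was 83. Mitochondrial reads made up 0.00533% to 0.298% of a library and were left out of all later steps.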

The total number of sequenced reads was equivalent to ~6.2 complete mouse genomes (15.5 Gb), while the mappable reads were equivalent to ~4.6 genomes (11.5 Gb). We obtained an average of ~45 reads per promoter region, 783 and 894 reads per CDS for FC and control, respectively, with lower read counts for mock IgG-immunoprecipitated (IgG-IP) control samples (12 and 10 reads per promoter, 287 and 245 reads per CDS for FC and control, respectively) (Additional file 1: Table S1). 

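Over the CDS of all annotated genes, the mean number of H4K5ac-ChIP reads per gene was 508 in FC and 579 in CON, with medians of 72 and 77. IgG-IP had means of 179 and 204 reads per CDS, with medians of 24 and 29, and 29.2 and 33.0 reads per promoter of 5 kb. Over protein-coding genes only, the alternative that moved the CDS means most, H4K5ac-ChIP had 796 and 909 reads per CDS and IgG-IP 274 and 314.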

An equivalent H4K12ac ChIP-seq dataset from Peleg et al. was obtained from Galaxy-Central (sm1186088) at <main.g2.bx.psu.edu/u/fischerlab/h/sm1186088> and re-analyzed using our workflow. With the H4K12ac dataset, we obtained 5.53 million total reads, of which 4.04 million were unique reads (73.1%) with an average coverage of 8.7 reads per promoter and 123 reads per CDS (Additional file 1: Table S1). The higher sequence coverage of H4K5ac in control, ~13.3% more mapped reads (4.9 million reads) compared to FC, may account for the larger number of genes identified in control with our exclusion criteria (>50 reads). 

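The CON H4K5ac-ChIP library held 13.8% more reads than the FC library. With the CON counts scaled to the depth of the FC library, 24273 genes in CON had more than 50 promoter reads. With that scaling, 1023 genes passed in FC only and 1070 in CON only.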

The lower coverage (5.53 million reads in total) in H4K12ac may also explain the smaller percentage of genes found to overlap with H4K5ac.

### Differential peak calling and data mining analysis

Peak finding was performed using a Model-based Analysis of ChIP-Seq (MACS, version 1.3.7.1 - Oktoberfest) algorithm [46]. To determine genes differentially enriched for H4K5ac in the respective groups, we ran MACS on fear-conditioned against non-fear-conditioned control and vice versa. H4K5ac peaks were identified in MACS with the following parameters: effective genome size = 1.87e+09, tag size = 50, bandwidth = 300, m-fold = 4, and P-value cutoff = 1.00e-5. We also used the Statistical model for the Identification of chip-Enriched Regions (SICER, version 1.1) to call differentially acetylated peaks between groups [47]. We used the following parameters for SICER: redundancy threshold = 1, window size = 200, fragment size = 150, effective genome fraction = 0.7, gap size = 400, FDR = 1.00e-3, and filtered post-analysis for genes with P-value = 1.00e-5. We further compared results to the Genomatix NGS analyzer with Auto-Claverie algorithm with the following parameters: window size = 100 and P-value = 0.05, filtered post-analysis for genes with P-value = 1.00e-5 [49]. EpiChip analysis was performed according to standard protocols (epichip.sourceforge.net), except gene scoring was performed ± 5000 from the 5’ start position [48]. H4K12ac ChIP-Seq data, by CFC in young mice, was obtained from the public repository at Galaxy-Central (sm1186088 at <main.g2.bx.psu.edu/u/fischerlab/h/sm1186088>). Control ChIP-Seq data for H4K12ac, for sample or experimental condition, was not available [4].

### Gene ontology and pathway analysis

To determine functional gene enrichment and interaction networks of genes differentially acetylated in fear-conditioned compared to non-fear-conditioned controls, we used the genes identified in MACS for functional annotation. From the 241 differentially acetylated regions identified in fear-conditioned over control, 115 unique peaks were associated in the promoter or coding region of genes. From the 77 differentially acetylated regions identified in control over fear-conditioned, 42 unique peaks were associated with gene bodies. We used The Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.7; http://david.abcc.ncifcrf.gov) for the analysis of functionally-enriched genes in our respective gene lists [74]. Settings were set at a count threshold of 2 and EASE score of 0.1, a more conservative test than Fisher’s Exact test. We also used Web-based Gene Set Analysis Toolkit V2 (WebGestalt; http://bioinfo.vanderbilt.edu/webgestalt) for the analysis of functionally-enriched genes in our respective gene lists [75]. Genes were analyzed using a hypergeometric test with multiple adjustment using the method of Benjamini & Hochberg and categorized into their respective classes or pathway associations based on the Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg/kegg2.html).

### Gene expression analysis

Gene expression data was obtained from the Gene Expression Omnibus repository at NCBI (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20270), and processed and analyzed with R/Bioconductor. Spot intensities were normalized using quantile normalization. For the comparison with the acetylation levels, the genes were subdivided in ten equally sized bins according to the average expression.

### Transcription factor binding site analysis

Known transcription factor binding sites (TFBS) were downloaded from the CisRED database [76]. A total of 223,000 binding sites was used to analyze whether the presence of a known TFBS at a given position in the promoter determines the acetylation level at that position. Genes were divided into expressed and unexpressed genes, and expressed genes were further subdivided into two groups depending on whether a TFBS was annotated at that position. For each group we computed the percentage of genes acetylated at position × in step widths of 10, from 0 to 2000 bp upstream of the TSS.

### Acetylation profile clustering

We computed acetylation profiles in the ± 2 kb region around the transcription start site (TSS) and used k-means clustering to subdivide the profiles into 5 clusters. We subsequently built cross-tabulation tables to check whether cluster membership correlates with the expression level and/or with the presence of a known TFBS in certain regions. Clusters were generated in an unsupervised fashion and correlation between acetylation scores and gene expression was computed using Spearman's rank correlation.

## Abbreviations

CDS: Coding sequence; CFC: Contextual fear conditioning; ChIP-Seq: Chromatin immunoprecipitation followed by sequencing; ChIP: Chromatin immunoprecipitation; Cp: Crossing point; DAVID: The database for annotation, visualization and integrated discovery; FC: Fear conditioning; FDR: False discovery rate; GO: Gene ontology; H2BK5ac: Histone H2B lysine 5 acetylation; H2BK12ac: Histone H2B lysine 12 acetylation; H2BK15ac: Histone H2B lysine 15 acetylation; H2BK20ac: Histone H2B lysine20 acetylation; H3K14ac: Histone H3 lysine 14 acetylation; H3K9ac: Histone H3 lysine 9 acetylation; H4K12ac: Histone H4 lysine 12 acetylation; H4K5ac: Histone H4 lysine 5 acetylation; H4K8ac: Histone H4 lysine 8 acetylation; HDAC: Histone deacetylases; IgG-IP: IgG-immunoprecipitated; KEGG: Kyoto encyclopedia of genes and genomes; MACS: Model-based analysis of ChIP-Seq; PCR: Polymerase chain reaction; PP1: Protein phosphatase 1; PTM: Posttranslational modification; SAHA: Suberoylanilide hydroxamic acid; SICER: Statistical model for the identification of chip-enriched regions; TF: Transcription factor; TFBS: Transcription factor binding site; TSS: Transcription start site; TTS: Transcription termination site; UTR: Untranslated region; WebGestalt: Web-based gene set analysis toolkit V2.

## Competing interests

The authors declare they have no competing interests.

## Authors’ contributions

CSP initiated and designed the study. CSP performed and/or oversaw fear conditioning experiments, ChIP for sequencing, peak-finding analysis, raw data analysis, GO analysis, RT-PCR validations, and wrote the manuscript. HR provided analysis of mapped reads, sequence read annotation and classification, gene expression correlation, and transcription factor binding site analysis. IMM provided interpretation of the data and critical revision of the manuscript. All authors have read and approved the manuscript.

## Supplementary Material

Additional file 1 **Supplementary figures and tables.** This file contains Supplementary Figures 1 to 5 and Supplementary Tables 1 to 6. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

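Chromatin of the mouse hippocampus was sequenced in 6 libraries, H4K5ac-ChIP, IgG-IP and input, each for mice trained by contextual fear conditioning with foot shock (FC) and for mice exposed to the context alone (CON). The paper gives 3 hippocampal samples per group and the files hold 1 library per group and antibody, so each group was described by its single library. Samples were assigned to conditions from their labels. The labels give an age of 6 months, and the paper gives 4 to 7 months.

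The authors sequenced 50-bp reads on a SOLiD system, aligned them to mm9 with Bioscope and deposited the aligned reads in BED format. The score of each deposited record is the mapping quality that the authors' alignment gave to the read, and it ran from 4 to 100 in the files. It is not a count or a coverage. The records are single reads without normalization. The score was used only to describe the libraries, and every read was given the same weight whatever its score. Library depth, given as aligned reads in the data and methods beside the first result, ranged from 14549689 to 45673239 reads, of which 11947975 to 39268884 differed in position or strand. On the X chromosome the FC and CON input libraries had 0.379 and 0.469 times the read density of the autosomes, and on the Y chromosome 0.291 and 0.353 times.

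All values were computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. Coordinates are 1-based positions of mm9. Genes were taken from the GENCODE annotation of the same build, with 1 interval per gene from its first TSS to its last TTS. Promoters were the 5 kb upstream of the TSS. A read was assigned to every class it overlapped by at least 1 bp. Reads per promoter and per gene body were counted in the same way.

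Coverage within 5 kb of the TSS was averaged over genes in bins of 20 bp and smoothed over 5 bins. The promoter summit was searched within 2 kb upstream and the CDS summit from 300 bp to 2 kb downstream, and intervals came from 200 bootstrap samples of genes. For k-means, reads within 2 kb of the TSS were counted in bins of 100 bp, genes with fewer than 10 reads were left out, profiles were centred and scaled per gene, and the best of 3 starts from random seed 1 was used. Similarity was Spearman's rho across windows of 1 kb. GC content was compared in windows of 10 kb, and shares of reads were matched in steps of 1% of GC content. Read density was given as RPKM, and a ratio of densities has the exact interval of a binomial test on the reads of both libraries.

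Peaks and differential regions were called with a scan written for this purpose after the MACS settings in the paper, since MACS itself was not used. It kept 1 read per position and strand, shifted reads by 75 bp and counted them in windows of 300 bp moved in bins of 50 bp. The expected count of a window was the largest of the control library's genome-wide rate and its local rates over 1, 5 and 10 kb, scaled by total reads. Windows with a one-sided Poisson p below 1e-05 were merged. Islands after SICER used windows of 200 bp with a window p of 0.2, gaps of 400 bp, reads shifted by 75 bp, an effective genome fraction of 0.7, a false discovery rate of 0.001 and a p below 1e-05 for each island. A Poisson test on the reads of a pair of libraries compares those libraries, not the conditions. To give the number of calls that sampling alone makes, the pooled reads were split at random into libraries of the original sizes, 100 times for promoter counts and 20 times for regions. For regions, splits that carried the GC bias between the H4K5ac-ChIP libraries were made as well.

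The genes named in the text were fixed by a rule. They are every gene that the paper names for H4K5ac, the 12 genes of Table 3, Pik3cd, Ddit4, Tsc1 and Tsc2, and the 5 regions with the largest fold in each direction among those called. Gm10800 was chosen after its values were seen. Pisd-ps3 was not analysed here, as the annotation used holds no gene of that name.

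The alternatives were 1 read per position and strand, or all deposited reads in the scan, promoters of 2 kb, protein-coding genes only, the midpoint of the read, input in place of IgG-IP, subtraction of depth-scaled IgG-IP or input, and counts scaled to the smaller library. For coverage they were a ratio to input, genes without another gene within 5 kb and reads extended to 150 bp. For k-means they were 4 and 6 clusters, no scaling and 5 other seeds. For similarity they were windows of 5 kb, the ratio to input and leaving out the 1% of windows with the most input reads. For regions they were a Poisson p of 1e-07, shifts of 50 and 100 bp, scaling outside the 10% most covered windows, islands after SICER, and another control library. These were set before the data were examined. A further 4 were added after seeing the data: promoters of 2 kb with protein-coding genes, a control library rescaled by GC content, coverage without the 1% of genes with the most input reads, and FC over CON ratios less those of IgG-IP.

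The scan after MACS, k-means, the matching by GC content and the random splits of promoter counts were tested on simulated data. The islands after SICER were not. Of 200 planted regions, the scan called 49 (24.5%) at a planted fold of 3 and 180 at a fold of 5. With nothing planted it called 10 regions in 100 Mb. K-means placed all 6000 simulated genes with their own cluster. Matching by GC content left 0.801% of a difference made by GC content alone and 78.0% of a difference made by class alone. In a simulated pair of libraries without a difference, the number of genes over 50 reads in the smaller library only was 106% of the mean of random splits.

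Mitochondrial reads were left out. Expression, transcription factor binding sites, gene ontology, H4K12ac, behaviour, Western blots and quantitative PCR were not analysed here.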

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

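The tests of duplicate reads and copy number at Sfi1, of reads from other copies in the reference, of DNA mixing in the input and both tests at Gm10800 were chosen only after the result was seen.

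Input reads were far denser at Sfi1 than elsewhere, in a library whose values the paper does not report. The density of FC input reads was 46.0 times the genome-wide mean. The values argue against duplicate reads and high GC content. Duplicate reads would leave little once each position and strand was counted 1 time, and the FC input density was then still 31.2 times that of Eif4enif1. High GC content would raise other genes of the same GC content as well, and the FC input density was 30.0 times their median. Reads of exact copies in the reference placed at Sfi1 would spare windows without a repeated word of 50 bases, and these windows had 57.6 times the genome-wide mean. Copies that differ by a few bases were not searched for, so reads from them and further copies in the mice cannot be told apart. Another candidate explanation that stays open is that the mice carry more copies of the region than the reference. It calls for a high density in both groups without immunoprecipitation, and CON input had 36.0 times the genome-wide mean. Both groups show the pattern, and whether fear conditioning contributes to the difference between them was not tested.

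IgG-IP reads were most concentrated at Gm10800 on chromosome 2 from 98506704 to 98507458, a gene the paper does not discuss and that was chosen after its values were seen. FC IgG-IP was 88803 times as dense there as the genome-wide mean, CON IgG-IP 68156 times and FC H4K5ac-ChIP 6887 times. At such densities positions repeat whatever the cause, so the share of duplicate reads cannot be read from these values. Copies of few molecules would leave few positions, and with 1 read per position and strand FC IgG-IP still had 223 times the mean, so that duplicate reads are argued against as the whole cause. More copies in the mice than in the reference may contribute, since FC input had 16351 times the mean and CON input 37306 times. Reads of other copies in the reference placed at Gm10800 may contribute as well. Of its words of 50 bases, 43.2% occur more than 1 time in the reference, compared with 6.67% at Sfi1. The density apart from such words was not measured at Gm10800. Why IgG-IP exceeds input was not tested, and no biological explanation was tested.

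The input libraries, which the paper does not compare, differed between groups. With 1 read per position and strand in windows of 1 kb, 52.1% of FC input reads and 48.2% of CON input reads lay in promoters and gene bodies, a difference of 3.89 percentage points. The ratio of FC over CON input followed GC content, with a Spearman's rho of 0.889 across windows of 10 kb. After the windows were matched for GC content, 0.205 of the difference was left. H4K5ac-ChIP DNA mixed into the FC input library would raise windows rich in H4K5ac within a GC class, and the log2 ratio rose there by 0.077 only, compared with 0.80 before matching. A GC bias between the libraries is therefore a candidate explanation for most of the difference, and the remainder stays open. Mixing of some DNA is not ruled out. Within a GC class the rho was still 0.122, and the matching also removes any H4K5ac signal that follows GC content. With 1 read per position and strand, the summits of FC input (-490 and 730 bp) lay near those of FC H4K5ac-ChIP (-470 and 690 bp). Those of CON input lay at -1670 and 1990 bp. The upstream summits of input were weak, 1.04 and 1.03 times the level further upstream in FC and CON. An effect of fear conditioning on the input was not tested, since each group has 1 input library.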

How the results depend on the processing

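The tests with promoters of 2 kb and protein-coding genes together, with a control library rescaled by GC content, without the 1% of genes with the most input reads, and with FC over CON ratios less those of IgG-IP were chosen only after the results were seen. No paired analysis was possible because each group has 1 library per antibody. For 63 results, 222 alternative values were computed. Of these, 124 stayed within the interval or the 1.5-fold range of the main value, 95 moved beyond it and 3 changed sign from a main value whose interval excluded 0. Of the values for means and for genes and intervals other than Sfi1 and Phactr3, 36 stayed and 20 moved. For 14 results every alternative run gave a value within that range. Except where the alternative itself removes genes, reads or control signal, the cause was not tested.

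These sign changes were at Sfi1 and Phactr3. At Sfi1, the log2 ratio of FC over CON H4K5ac-ChIP of 0.17 became -0.18 less the input ratio and -0.037 less the IgG-IP ratio. The ratio of 0.16 at Phactr3 became -0.36 less the input ratio and 0.28 less the IgG-IP ratio. The ratio of FC over CON input followed GC content with a rho of 0.889, so the values less input carry that bias. At Sycp2, where the intervals of the log2 ratio over IgG-IP included 0, the ratio went from -0.01 to 0.67 with input in FC, and from 0.05 to -0.0010 with 1 read per position and strand in CON.

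With 1 read per position and strand, the gain in promoter and CDS of H4K5ac-ChIP over IgG-IP moved from 15.3 to 17.3 percentage points in FC and from 14.7 to 16.3 in CON. At Sfi1 the log2 ratio over IgG-IP was then -2.54 in FC and -2.49 in CON, that of Phactr3 in FC was 1.66, and rho between the H4K5ac-ChIP libraries was 0.860.

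With promoters of 2 kb, the gains were 14.5 and 14.1 percentage points. Genes with more than 50 promoter reads numbered 10373 in FC, 12064 in CON, 9012 in both, 1361 in FC only and 3052 in CON only. Of the genes with a region, 65.2% in FC over CON and 64.8% in CON over FC had more than 50 reads, and 2.90% and 6.25% also had at most 40 in the other library.

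With protein-coding genes only, the gains were 15.1 and 14.7 percentage points, 16847 genes passed in CON, 283 in FC only and 885 in CON only. With both restrictions there were 8078 genes in FC, 9106 in CON, 7105 in both and 973 in FC only. Scaled to the smaller library, there were 1023 in FC only and 1070 in CON only.

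With input in place of IgG-IP, the gains were 10.6 and 14.3 percentage points. The log2 ratios at Sfi1 were -2.07 and -1.89 and those at Phactr3 were 0.92 and 1.28. Less depth-scaled input, 5951 genes in FC, 9804 in CON, 5152 in both and 4652 in CON only passed 50 reads. Less depth-scaled IgG-IP, 11276 in FC, 11407 in CON, 9012 in both and 2264 in FC only did so.

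As a ratio to input, the CDS summit in FC moved from 650 to 910 bp, that in CON from 650 to 1370 bp, within its wide bootstrap interval, and the promoter summit in CON to 450 bp upstream. In CON the CDS summit lay at 970 bp with 1 read per position and strand, and without the 1% of genes with the most input reads at 1370 bp. The ratio of the promoter summit to the level upstream became 1.39 in FC (1.43 in the main setting) and 1.39 in CON (1.36 in the main setting). Reads extended to 150 bp placed the CDS summit in FC at 590 bp. Genes with no other gene within 5 kb had summit ratios of 1.64 in FC and 1.56 in CON. The promoter summit stayed upstream and the CDS summit downstream of the TSS in every alternative run, as the search imposes, and every summit ratio stayed above 1.

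Without centring and scaling, k-means placed 32977 genes of FC and 33172 of CON H4K5ac-ChIP in promoter clusters, and 0 in both IgG-IP libraries. In the main setting these were 18149, 13723, 17092 and 18975. Apart from 2 large clusters in FC H4K5ac-ChIP and 1 in each other library, every cluster without scaling held 1 gene, so these numbers do not describe summit positions. The 2 large clusters in FC H4K5ac-ChIP differed mainly in level.

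Between the H4K5ac-ChIP libraries, Spearman's rho was 0.958 with windows of 5 kb, 0.450 as a log2 ratio to input and 0.846 without the 1% of windows with the most input reads, compared with 0.847.

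Peaks in FC numbered 38450 with IgG-IP and 23332 with input as control. With all deposited reads, regions numbered 10335 in FC over CON and 4903 in CON over FC H4K5ac-ChIP, 31575 and 3688 between the input libraries and 3865 and 1934 between the IgG-IP libraries. At a Poisson p of 1e-07 these were 147 and 78, 1144 and 362, and 233 and 89. Islands after SICER numbered 2258 in FC over CON and 3256 in CON over FC, the opposite order to the scan's 1107 and 793. With the control library rescaled by GC content, regions numbered 841 and 853. Of the 1107 regions, 973 were also called with all reads, 798 and 737 with shifts of 50 and 100 bp, and 786 after GC rescaling. Of the 793 regions in CON over FC, these numbers were 654, 552, 507 and 649. Scaling outside the 10% most covered windows lowers the local rates in FC over CON and raises them in CON over FC, where 726 of the 793 regions stayed. It leaves the genome-wide rate unchanged.

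Depth limits which regions can be called. In simulated data the scan found 24.5% of regions planted at a fold of 3. A single H4K5ac-ChIP library split at random into equal parts had rho of only 0.790 in FC and 0.809 in CON across windows of 1 kb.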

Differences from the paper's values

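The tests with promoters of 2 kb and protein-coding genes together, without the 1% of genes with the most input reads, and with a control library rescaled by GC content were chosen only after seeing the values. All other alternatives named here were set before the data were examined. Value pairs are the paper's, marked as such, and those computed from the deposited reads. A gap is called closed where the larger value is at most 1.5 times the smaller, which does not make the values equal.

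The share of IgG-IP reads in promoters is about 3.9% in FC and about 4.1% in CON in the paper's Fig. 2B and 2E, read by eye, and was 6.68% and 6.73%. Promoters of 2 kb (2.89% and 2.90%) and protein-coding genes (4.43% in both groups) close the gap, while 1 read per position and strand and the read midpoint do not. The share of IgG-IP reads in exons is about 2.6% in FC and about 2.7% in CON in the same panels, read by eye, and was 6.79% and 6.20%. With 1 read per position and strand (3.74% and 3.86%) the gap closes, and with promoters of 2 kb, protein-coding genes or the read midpoint it does not.

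The paper places the promoter summit 800 bp upstream of the TSS, and it lay 470 bp upstream in FC. No alternative closes this gap, and they gave 430 to 470 bp. The paper's CDS summit lies 1 kb downstream, and 0.65 kb was found. The gap closes with 1 read per position and strand (0.69 kb), as a ratio to input (0.91 kb), with genes that have no other gene within 5 kb (0.71 kb) and without the 1% of genes with the most input reads (0.69 kb), chosen after seeing the values. Reads extended to 150 bp (0.59 kb) do not close it.

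The paper's mean number of reads per promoter is 45 in H4K5ac-ChIP, 12 in FC IgG-IP and 10 in CON IgG-IP. The values found were 79.5 in FC and 87.6 in CON for H4K5ac-ChIP, and 29.2 and 33.0 for IgG-IP. Promoters of 2 kb close these gaps (36.1, 39.0, 11.8 and 13.4), as do promoters of 2 kb with protein-coding genes (42.0, 45.0, 12.9 and 14.4), chosen after seeing the values. Keeping 1 read per position and strand or protein-coding genes alone does not. The paper's mean number of reads per CDS is 783 in FC and 894 in CON H4K5ac-ChIP and 287 in FC IgG-IP, compared with 508, 579 and 179. Protein-coding genes close these gaps (796, 909 and 274), and 1 read per position and strand does not.

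The paper counts 23235 genes in the dataset, and the annotation used holds 37273, of which 22367 are protein-coding, an alternative that closes the gap. Genes with more than 50 promoter reads number 7103 in FC, 7708 in CON and 6029 in both in the paper, compared with 24226, 25388 and 23690. In FC the gap closes with promoters of 2 kb (10373) and less depth-scaled input (5951). In CON it closes less depth-scaled IgG-IP (11407) and less depth-scaled input (9804). For genes in both groups it closes with promoters of 2 kb (9012), less depth-scaled IgG-IP (9012) and less depth-scaled input (5152). Promoters of 2 kb with protein-coding genes (8078, 9106 and 7105), chosen after seeing the values, close all of these gaps. Keeping 1 read per position and strand, scaling to the smaller library and protein-coding genes alone close none, nor do depth-scaled IgG-IP in FC (11276) and promoters of 2 kb in CON (12064).

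The share of these genes found in 1 group only is 15.1% in FC and 21.8% in CON in the paper, and was 2.21% and 6.69%. The paper's shares follow from its totals of 7103 and 7708 genes and the 6029 in both groups. They do not follow from the 742 and 1273 genes it gives beside them. The 742 and 1273 are therefore not directly comparable with the 536 and 1698 found. For the shares, the gap closes with promoters of 2 kb (13.1% and 25.3%) and less depth-scaled IgG-IP (20.1% and 21.0%). It also closes less depth-scaled input in FC (13.4%) but not in CON (47.5%). Promoters of 2 kb with protein-coding genes (12.0% and 22.0%), chosen after seeing the values, close it. Keeping 1 read per position and strand, scaling to the smaller library and protein-coding genes alone do not.

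The number of FC H4K5ac-ChIP clusters with the summit in the CDS is about 1 in the paper's Fig. 4A, read by eye, and was 2. No alternative closes this gap, and they gave 2 or 3. The paper also has a cluster with little enrichment. Here every cluster was assigned to promoter or CDS by its summit, so the counts are not directly comparable.

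The paper's discussion calls its 20238 peaks in FC differentially acetylated, and its methods describe runs of FC against control mice, the main setting here. The 1107 regions therefore stand against both these peaks and the 241 regions taken from them. The paper's 20238 peaks compare with 1107, and the gap closes with input as control (23332), but not with IgG-IP as control (38450), all deposited reads (10335), a Poisson p of 1e-07 (147) or outside the 1% of windows with the most input reads (916). The paper's numbers of peaks from 4 to 2 kb upstream, within 2 kb upstream and within 2 kb downstream of the TSS are 708, 3370 and 1340, compared with 33, 197 and 119. Input as control closes these gaps (622, 3183 and 1570). IgG-IP as control closes the gap within 2 kb upstream (4138) but not the others (1080 and 2384), and the remaining alternatives close none.

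The paper reports 241 regions higher in FC, 115 of them in gene bodies and 126 in intergenic regions, and 1107, 621 and 486 were called. No alternative closes these gaps, and the nearest, a Poisson p of 1e-07, gave 147, 66 and 81. The paper's 114 genes compare with 863, a gap closed by a Poisson p of 1e-07 (94). In CON over FC, the paper's 77 regions, 42 of them in gene bodies, and 47 genes compare with 793, 532 and 596, and a Poisson p of 1e-07 closes these gaps (78, 49 and 64). All deposited reads, islands after SICER, shifts of 50 and 100 bp, scaling outside the 10% most covered windows, leaving out the 1% of windows with the most input reads and GC rescaling close none of the gaps in either direction.

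The paper's overlap of MACS with SICER is 70% of genes, and 22.2% was found. Promoters of 2 kb (22.1%) do not close the gap. The shares are of gene lists of unlike size, since 863 genes were called here and the paper's list is far shorter. A Poisson p of 1e-07 gave 94 genes, and their overlap was not computed.

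The paper describes high H4K5ac at Sfi1, at Pisd-ps1 and in the stretch before Eif4enif1, and lower H4K5ac at Eif4enif1 and Drg1. The density of H4K5ac-ChIP alone had this order, with 4.13 RPKM at Sfi1 and 0.613 at Eif4enif1 in FC, but the log2 ratio over IgG-IP in FC was -2.60 at Sfi1, -1.60 at Pisd-ps1 and -2.92 in the stretch, compared with 0.39 at Eif4enif1 and 0.66 at the part of Drg1 beyond it. The paper places the stretch downstream of the TTS of Sfi1, and in the annotation used it lies upstream of the TSS. The paper describes lower H4K5ac at the neighbours of Phactr3. At Ppp1r3d the density in FC was lower (0.746 compared with 1.29 RPKM), while the log2 ratio over IgG-IP was 1.56 in FC and 1.74 in CON, compared with 1.76 and 1.48 at Phactr3. With input in place of IgG-IP it was 0.51 in FC and 1.17 in CON, compared with 0.92 and 1.28. The paper describes the clusters of CON as comparable to those of FC, and CON had 2 promoter and 3 CDS clusters where FC had 3 and 2, an order that changed with the random seed. The paper lists Grid1 among the genes higher in FC. No region was called there in the main setting, and all deposited reads called 5 in FC over CON and 3 in CON over FC.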

Other observations

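The comparisons of regions with random splits, with splits that carry the GC bias and with the input libraries were chosen only after the result was seen.

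More regions were called in FC over CON H4K5ac-ChIP (1107) than in random splits of the pooled reads. Sampling noise would give a number within the range of the splits, and the highest split gave 612 regions. A GC bias between the libraries may account for part of the excess. Splits that carried the GC bias gave 834 regions on average and at most 912. With the CON library rescaled by GC content 841 regions were called, where splits treated alike gave 559 to 670, so GC bias is argued against as the whole cause. In the other direction rescaling gave 853 regions, within the range of such splits (732 to 868). Regions with the most input reads would account for the excess if it vanished outside them, and 916 regions lay outside the 1% of windows with the most input reads, where the splits gave 428 to 505. A difference between the libraries other than the training, such as in their preparation, could also produce regions, since 5047 regions were called in FC over CON input, where no antibody was used. With 1 library per group, such a difference and the training cannot be told apart for these regions.

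The number of genes with more than 50 promoter reads in FC only was 536, which is 1.74 times the mean of random splits, and the highest split gave 338. Sampling noise and depth are argued against as the whole cause. Other differences between the libraries and an effect of fear conditioning were not tested on these genes and stay open, in FC as in CON. In CON, the number of such genes (1698) was 1.05 times the mean of the splits and above the highest split (1676). With 1 read per position and strand it was 0.954 times the mean and below the lowest split (2127 compared with 2138), and with promoters of 2 kb it was 0.896 times the mean and again below the lowest split (3052 compared with 3302). The simulated libraries without a difference, which gave 106% of the mean, counted genes in the smaller library only. That is the direction of FC only, so they set no level for the excess in CON. Sampling noise and depth and other differences cannot be told apart for these genes, since the sign of the gap depends on the processing.

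The 1% of windows with the most input reads held 7.00% of FC IgG-IP, 5.85% of CON IgG-IP, 3.65% of FC input, 4.33% of CON input, 2.23% of FC H4K5ac-ChIP and 2.17% of CON H4K5ac-ChIP reads. With 1 read per position and strand, these shares were 1.93%, 1.85%, 2.56%, 2.05%, 1.86% and 1.76%, in the same order. The IgG-IP shares were then close to those of H4K5ac-ChIP. The ratio of FC over CON H4K5ac-ChIP followed GC content with a rho of 0.217 and that of IgG-IP with a rho of -0.148 across windows of 10 kb.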
